# NETGEM: Network Embedded Temporal GEnerative Model for gene expression data

**DOI:** 10.1186/1471-2105-12-327

**Published:** 2011-08-08

**Authors:** Vinay Jethava, Chiranjib Bhattacharyya, Devdatt Dubhashi, Goutham N Vemuri

## Abstract

**Background:**

Temporal analysis of gene expression data has been limited to identifying genes whose expression varies with time and/or correlation between genes that have similar temporal profiles. Often, the methods do not consider the underlying network constraints that connect the genes. It is becoming increasingly evident that interactions change substantially with time. Thus far, there is no systematic method to relate the temporal changes in gene expression to the dynamics of interactions between them. Information on interaction dynamics would open up possibilities for discovering new mechanisms of regulation by providing valuable insight into identifying time-sensitive interactions as well as permit studies on the effect of a genetic perturbation.

**Results:**

We present NETGEM, a tractable model rooted in Markov dynamics, for analyzing the dynamics of the interactions between proteins based on the dynamics of the expression changes of the genes that encode them. The model treats the interaction strengths as random variables which are modulated by suitable priors. This approach is necessitated by the extremely small sample size of the datasets, relative to the number of interactions. The model is amenable to a linear time algorithm for efficient inference. Using temporal gene expression data, NETGEM was successful in identifying (i) temporal interactions and determining their strength, (ii) functional categories of the actively interacting partners and (iii) dynamics of interactions in perturbed networks.

**Conclusions:**

NETGEM represents an optimal trade-off between model complexity and data requirement. It was able to deduce actively interacting genes and functional categories from temporal gene expression data. It permits inference by incorporating the information available in perturbed networks. Given that the inputs to NETGEM are only the network and the temporal variation of the nodes, this algorithm promises to have widespread applications, beyond biological systems.

The source code for NETGEM is available from https://github.com/vjethava/NETGEM

## Background

Gene expression microarrays are increasingly used to determine transcriptional regulation in response to a genetic or environmental perturbation. Often the inference is presented as a static network of genes that are activated or repressed by relevant transcription factors, similar to a wiring diagram of electrical circuits [1]. However, biological networks are inherently dynamic. In order to reveal the dynamics of the networks, substantial effort has been devoted to measuring the dynamics of gene expression or protein abundance. This information permitted identifying genes or proteins that substantially varied with time and their correlation to other cellular components, but not the interactions between cellular components. It is clear that dedicated mathematical models have to be generated to infer the dynamics of interactions in the biological networks.

Conventional methods of time series analysis cannot be applied to this problem due to the small number of observations (gene expression data) from different time points are available relative to variables (gene interaction strengths) [2]. Additionally, there is the inherent risk of many genes having similar expression profile, just by random chance. Recognizing these problems, it is only recently that dedicated methods are being developed to infer temporal regulation of transcription [3-5]. These, and other methods reviewed recently [6] do not consider the interaction networks connecting the genes nor any dependency of observations between time points and hence are not suitable for the problem at hand.

In this paper, we consider the problem of identifying temporal changes in the interactions in a network with a known topology from temporal profiles of gene expression data. The protein interaction network of baker's yeast, *Saccharomyces cerevisiae *is arguably the most well-constructed with a high level of confidence [7]. Therefore, we used this network to study and validate our models. The proteins in yeast are classified according to their biological function, as defined by MIPS [8]. This annotation scheme provides functional description of the proteins in a hierarchical structure to a high degree of resolution. This allows the possibility to relate functional classification of the network components with the temporal interactions between them. This line of reasoning leads to two very fundamental questions: (i) can we distill observations about temporal characteristics of a group of functionally similar genes? (ii) would it be possible to model the effect of a genetic perturbation (gene deletion or addition) while comparing temporal interactions between the reference strain and its perturbed mutant?

We introduce NETGEM, which stands for "Network Embedded Temporal GEnerative Model for gene expression data", a generative model for analyzing temporal data which is capable of capturing the interaction dynamics in the network. Our approach incorporates network effects into Markovian dynamics, and also compares the impact of genetic perturbation on the interaction dynamics. A fundamental premise of the model is that the evolution of the interaction strengths can be modeled in terms of the functional categories of the interacting genes. To the best of our knowledge, this is the first time such a model has been investigated. NETGEM assumes that the interaction strengths evolve *conditionally independent *of each other conditioned on the functional roles of the constituent genes. This assumption leads to a model where one can derive efficient inference procedures which have linear time complexity in the number of temporal observations. To handle the problem of low sample size, we adopt a Bayesian approach by introducing appropriate priors over the parameters governing the evolution of the interactions. Information from multiple mutants which differ from the reference strain in their network topology is incorporated by assuming that interactions closer to the perturbation (gene deletions) are affected more strongly than those further away.

Recent work [1,9,10] has focussed on learning locally sparse temporally rewiring interaction networks. Temporally rewiring gene networks were recovered by solving the intractable partition function evaluation using sampling techniques [9]. The key difference between our approach and the previous work is the generative model which encapsulates the functional category information. Further, the simplifications implemented in our work allow us to scale our inference procedure to large genetic networks.

Time-sensitive interactions were inferred from gene expression data using L1-regularization [10]. Such methods are extremely useful if the underlying network is not available. However, for the cases where the topology of the network is known, it is only logical to take advantage of this information and identify the interactions that change with time.

The main contribution of this paper is a generative probabilistic graphical model based on Markovian dynamics for temporal dynamics of gen e interactions that

• integrates known information about the underlying interaction network,

• encapsulates known functional category information to modulate the Markovian dynamics,

• develops a simple and fast method to jointly infer closely related models corresponding to small perturbations of a base network, and

• incorporates Bayesian approach to address the problem of small sample size.

Therefore, NETGEM takes the high throughput, temporal gene expression data and the network topology as inputs and scores the interactions based on the change in the expression value of the connected nodes over discrete time intervals. Furthermore, it has the built-in capability to assess the impact of a perturbation, such as a gene deletion, on the network. The underlying assumption is that the impact of the perturbation dampens with distance from the perturbed node. In order to provide physiological insight into the dynamics, the genes are classified according to their functional categories and the interaction between the functional categories is also assessed.

## Methods

### Datasets and Interaction Network

Dynamic gene expression datasets from *Saccharomyces cerevisiae *were downloaded from Gene Expression Omnibus using accession numbers GSE21988 and GSE9644. 

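The labels of the first dataset describe 16 Affymetrix yeast arrays made from steady-state chemostat samples. The samples came from a reference strain and a mutant strain whose mutated gene the labels do not name. Each strain was grown on glucose or on ethanol, with growth limited either by that carbon source or by ammonium sulfate, which gives 8 groups of 2 arrays each. The paper describes the first dataset as a time course of 8 points through a shift from starvation for glucose to starvation for nitrogen, whereas the labels give no time points. No array was therefore assigned to a time point of the paper, and the 8 groups were compared as the labels name them. The expression values that the paper lists for Experiment 1 cover 227 genes, of which 222 have a probe set on the arrays. In the 128 pairs of 1 listed time point with 1 array, at most 2 values were equal within 0.001, and the highest Pearson correlation across genes, which are not independent replicates, was 0.887.
The arrays hold 5716 probe sets, of which 5498 carry a gene symbol, for 5449 distinct genes. Their values are intensities on a linear scale, normalized across arrays by the authors. GCRMA is the tool named for them, and the step to a linear scale is not given in the sources used here. The values were converted to log2, and the median log2 intensity of an array lay between 11.91 and 12.01. Pearson correlations between the 2 arrays of a group, across probe sets, ranged from 0.984 to 0.997. The median absolute difference between the 2 arrays ranged from 0.046 to 0.108 on the log2 scale. All 16 arrays entered a single limma fit of the 8 group means, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Nothing in the labels says that the 2 arrays of a group came from separate cultures, so the p-values measure only the spread between arrays, which may be technical. With 2 arrays per group, their number limits the precision. The arrays of the second dataset were not used here.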

The first dataset contained the expression profiles of the genes in *S. cerevisiae *during the gradual increment in the availability of glucose. Therefore, the cells experience a transition from glucose starvation to nitrogen starvation (unpublished data). The data was measured at eight time points. The second dataset contained temporal gene expression profiles in *SFP1 *deletion mutant and its isogenic reference at six time points after pulsing steadily growing cells with glucose [11]. The reference strain is referred to as REF, the strain in which SFP1 was deleted is referred to as MUT. The raw data was obtained as CEL files, which was normalized and preprocessed in R programming environment using BioConductor suite of tools [12]. Background intensity in all the arrays was corrected using GeneChip Robust Multi-array Average algorithm [13]. The probe-level data was subjected to preprocessing by quantile normalization and median polish summarization.

The yeast interaction network was constructed using previously published data [14-19] as well as data downloaded from BIND [20], MIPS [8], MINT [21], DIP [22] and BioGRID [23]. We compiled all the interactions listed in these databases and retained only those interactions that were backed by at least two independent sources, resulting in a high-confidence protein interaction network. We excluded protein-DNA interactions since the result of this interaction is the gene expression and including these interactions would result in a cyclic relationship between the interactions and gene expression. We overlaid the gene expression data onto the protein interaction network. Therefore, inherent in this is the assumption that gene expression is translated into protein abundance uniformly among all proteins.

### Model description

We model the high confidence gene interactions network as a graph *G *= (*V, E*). We assume there are *S *perturbed networks or *strains*, indexed by the set {1, ..., *S*}, each having some genetic perturbation compared to the base network. Under different conditions, some of the edges are switched on or off, or, more generally set at various (discrete) levels of activation . Furthermore, an edge may be active in one strain and not in others at the same time.

Let  be a random variable on ℝ denoting the microarray gene expression level for gene *v *∈ *V *in strain *s *at time *t*, i.e. the event  indicates the microarray expression level of gene *v *in strain *s *at time *t *is . We note that the gene expressions levels are not restricted to a discrete set. Similarly, let  be a random variable on  representing the activation level of the edge *e *= (*i, j*) ∈ *E *between the genes *i *∈ *V *and *j *∈ *V *in strain *s *at time *t*.

We use the notation  and  to denote the gene microarray expression levels and the edge interaction strengths in strain *s *at time *t *respectively. For simplicity, we write  and  as  and  for all *e *∈*E *and *v *∈ *V *respectively. We begin by describing the overall proess dynamics as follows.

#### Observation model

We model the probability of the gene expression levels  conditioned on the interaction strengths  in the interaction network for strain *s *at time *t *as:(1)

where  is the normalization constant.

#### Evolution model

We assume that the weights evolve according to the Markov chain i.e.(2)

where  is the probability of the transition from state  at time *t *to state  at time (*t *+ 1) common for all strains {1, ..., *S*}. We assume that the overall dynamics for the interactions strengths in all the strains is governed by the same underlying factors, while instantaneous variations might occur in the interactions strengths due to local perturbations i.e.(3)

### Incorporating functional categories via mixtures

Since genes belong to multiple categories, a mixture model is a naturally suited model to handle the influence of multiple functional categories in the inference procedure. This allows us to explore the relationship between functional categories and the temporal evolution characteristics of the genes which fall in the same functional category. The remainder of this section describes the machinery for incorporating the functional category information into the generative model.

Let there be *H *possible gene functional categories, and each gene can be a member of one or more functional classes  where the hierarchical class *C_h _*is characterized by evolution matrix *Q_h_*. The evolution probability matrix *Q_e _*for each edge *e *∈ *E *is given as(4)(5)

Where *α_e,h _*denotes the influence of functional class *C_h _*in the edge *e *such that  for all edges *e *∈ *E *and *Q_e_*(*i, j*) denotes the (*i, j*) element of the edge transition probability matrix *Q_e_*.

#### Prior on transition probabilities (Θ)

The learning of the model parameters is significantly difficult when there are few time points. To alleviate this, we propose a prior Θ on the transition probabilities *Q_h_*. The individual rows  of the transition probability *Q_h _*can be thought about as drawn from a multinomial distribution. The Dirichlet distribution is the conjugate distribution [24] of the multinomial distribution and hence naturally suited as a prior distribution. We model the transition probabilities matrices as Dirichlet distributions, such that the prior on the transition probabilities matrix *Q *given the parameter Θ is(6)(7)

where  and  is the multinomial beta function [24]. Since, there is no information apriori about the functional categories, we chose a non-informative prior. Specifically. each row element of the prior is sampled from a uniform random distiribution; following which the row is normalized ().

#### Prior on mixing proportions (Λ)

We incorporate the effect of the functional classification of genes on the mixture components  for and edge e by using a Dirichlet prior of the form:(8)

with the prior parameter, *λ_e,h_*, for the edge, *e *= (*i, j*), of the form(9)

A value of *λ_p _= *1 and *λ_ο _*= 0 is used in the experiments.

#### Functional Category (Y )

We define the random variable  which denotes the functional category active at time *t *for edge *e*; such that the event  implies that .

### Analysis of Perturbed Networks

We consider the problem of multiple strains which are just slightly altered versions of the networks where a few genes have been knocked out of the network. Therefore, most of the network remains the same across strains with only the "close" neighbourhood of the knocked out genes being affected. We assume that the weights corresponding to the reference strain  evolve according to a Markov law given by a matrix *Q*, where  with the property that  for all the initial states **w***_l_*. For other strains, we assume that the corresponding values are just slightly perturbed; thus(10)

The perturbing parameters  are determined deterministically from the underlying network *G *by(11)

where  is a label determined by how far the gene *i *is in the underlying network to one of the genes knocked out in strain *s*. We note that the deterministic nature of the damping implies that all strains evolve similarly, i.e., *Q^s ^*= *Q*∀*s*. This allows us to incorporate the information for gene expression levels in the different strains while learning the temporal evolution characteristics.

We compute the damping factor  for the genes as follows: If the gene *i *is knocked out in strain *s *then we label it as . Now, we diffuse the labels across the graph such that  where *d*(*i*) and *N*(*i*) denotes the degree and the set of neighbors of gene *i *respectively, i.e., the damping factor at a node is the average of the damping factors at its neighbors. Here *β *is a hyper-parameter which can be used to control the damping effect. We investigated two schemes: a distance dependent *β *such that starting from the deleted node, all nodes at distance (in a breadth first search from the deleted node), greater than a selected distance have *β *= 0. We also investigated *β *in the range [0, 1]. Intuitively, while Γ*_e _*= 0 for an edge directly incident to one of the knocked out genes, the perturbation gradually damps out with distance from the knocked out gene and for an edge *e *far away from one of the knocked out genes Γ*_e _*≈ 1^. ^In the experiments, a value of  is used where *h_i _*denotes the distance of node *i *from the knocked-out node.

### NETGEM: a generative model

We now present a unifying view of the NETGEM model as a generative probabilistic model for gene expression data  for multiple strains *s *∈ {1, ..., *S*} and observation time points *t *∈ {1, ..., *T*}. The quantities known apriori are the number of classes *H*, the set of edges *E*, the number of strains *S *and the number of observation points *T*. The generative process corresponding to our model is given in Table 1.

**Table 1:** NETGEM Generative process

**Require: ***H *{set of functional categories}
**Require: ***G *= (*V, E*) {interaction network graph}
**Require: **Λ ={λ_e_}_*e*∈*E *_{prior on functional category mixtures}
**Require: **Θ ={*θ_h_*}_*h*∈*H *_{prior on class transition probability}
1: **for all ***h *in *H ***do**
2: Choose *Q_h_|θ_h _*s.t. each row
3: **for all ***e *in *E ***do**
4: Choose
5: **for ***t *= 1 to *T ***do**
6: **for all ***e *in *E ***do**
7: Choose
8: Choose where
9: Choose in (5)
10: Compute
11: Choose in (1)

Table 1 shows the generative process for the gene expression data  for multiple strains *s *∈ {1, ..., *S*} and observation time points *t *∈ {1, ..., *T*} in the NETGEM model. The active functional category  controls the change of interaction strength from  to  in edge *e *at time *t*. The interaction strengths affect the observed gene expression data, through the strain damping model and the conditional probability distribution in (1).

The key principle underlying the model is that the interaction dynamics are governed by the functional categories. In particular, for each edge *e *and time *t*, we generate a functional category . This functional category is *solely *responsible for the change of interaction strength from  to . The interaction strengths affect the observed gene expression data, through the strain damping model and the conditional probability distribution in (1). On the whole, this is equivalent to a mixture of the corresponding functional categories with appropriate mixing proportions.

### Inference

The hidden variables are  and the parameters to be learnt are Ψ = {*Q_h_*, *α*_*e*,*h*_}. The hyper-parameters Λ and Θ are chosen as non-informative priors. An Expectation Maximization (EM) [25] procedure is used to obtain the iterative update equations for  and . Details on choice of hyper-parameters and E.M. procedure are provided in Additional File 1 accompanying this paper.

### Selection of significant interactions

The E.M. inference procedure in our model estimates the most probable sequence of states  for all edges *e *∈ *E *over the simulation time period. However, many edges have few changes, and we need to select the interactions having temporally significant interactions based on a suitable metric.

The dynamics of the interaction strength  of an edge *e *is governed by the Markov transition probability *Q_e _*in our model. Therefore, we characterize the evolution of interaction strengths as significant or not significant under the hypothesis [26]

*H*0 : The interaction *w_e_*(*t*) on an edge *e *∈ *E *is not significant if the transition probability matrix *Q_e _*has more than *P *% of its mass on the diagonal, i.e. ,

*H*1 : The interactions *w_e_*(*t*) on an edge *e *∈ *E *is significant if the transition probability matrix *Q_e _*has at most *P *% of its mass on the diagonal, i.e. ,

where *tr*(*Q_e_*) denotes the trace of Markov transition probability *Q_e _*for edge *e *given as(12)

and  denotes the total number of possible interaction strengths for an edge in the network.

The choice of an appropriate test statistic is a non-trivial matter. For example, the weights {-2, -1, 0, 1, 2} on an edge *e *= (*g, g*') corresponds to increasing degree of positive correlation between the expression data for genes *g *and *g*'. Therefore, a change from *w *= -2 *(strongly repressing) *to *w *= +2 *(strongly activating) *is more significant than a change from *w *= -2 to 0 *(uncorrelated)*. Further, the transition probabilities for the edges *Q_e _*are dependent on the functional categories transition probabilities *Q_h_*.

We use the test statistic *s_T _*(*e*) which measures the degree of change exhibited by the edge (interaction), *e*;(13)

where *T *is the total number of observations and *w_e_*(*t*) is the interaction strength of edge *e *at time *t*. We define change score  for the functional category *C_h _*as(14)

The decision rule based on *s_T _*(*·*) is given as:

*d*0 : The interaction for edge *e *(functional category *h*) does not have temporally significant dynamics if , and

*d*1 : The interaction for edge *e *(functional category *h*) has temporally significant dynamics if ,

where s* is the critical value.

The test statistic *s_T _*(*e*) is a random quantity depending on the Markov transition probability *Q_e _*describing the evolution of interaction strengths *w_e_*(*t*) defined on edge *e*. However, the change score *s_T_*(*e*) generally decreases with increasing trace *tr*(*Q_e_*). Please see the supplementary material (Additional File 1) accompanying this manuscript for discussion on change score.

Figure 1 presents a high-level description of the NETGEM generative model and the resulting inference algorithm. The hyper-parameters Θ and Λ and the strain damping factor *β *are specified by the user. The inference is done over the hidden variables ; and the parameters to be learnt are Ψ = {*Q_h_*, *α*_*e*,*h*_}. The inferred interaction dynamics  is used to compute the edge and functional category change scores *s_T _*(*e*) and  respectively.

**Figure 1:**
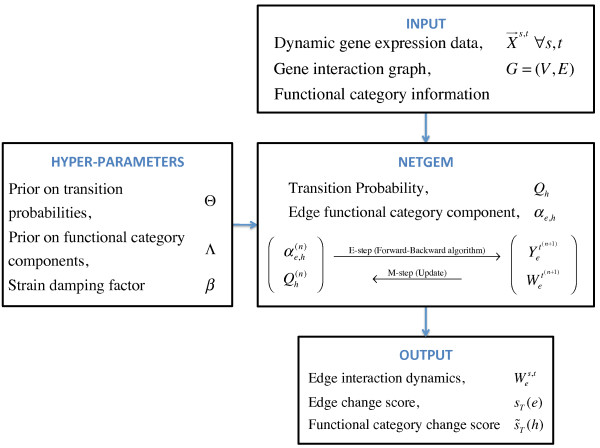
**The NETGEM model**. This figure presents a high-level description of the NETGEM model and the resulting inference algorithm. Here Λ, Θ are hyper-parameters and *β *is the strain damping factor. The parameters to be learnt are the functional category component for each edge (α*_e_*) and the functional category transition probability matrix (*Q_h_*). The inference is done over the hidden variables , where  and  are the random variables corresponding to the active functional category and the interaction strength for edge *e *at time *t *respectively. The inferred interaction dynamics  is used to compute the edge and functional category change scores *s_T _*(*e*) and  respectively.

## Results and Discussion

We first analyzed the performance of our model *NETGEM *(Figure 1) using synthetic data to investigate the impact of functional categories on the inference.

### Evaluation of NETGEM with synthetic data

We construct a synthetic graph *G *= (*V*, *E*) using the Erdos-Renyi model consisting of *|V | *= 1000 nodes, which represents the genes, and |*E*| = 5961 randomly generated edges, which represent the gene interactions. Each edge *e *∈ *E *can have one of the following states , signifying the interaction strength. We consider two models for interaction dynamics in the genetic network to investigate the impact of functional category information on the interaction dynamics in the gene interaction network, which are described below:

• The first model incorporates the functional categories, which impact the evolution of interaction strengths as specified in eqn. (4) and eqn. (5). We use *H *= 200 functional categories which govern the behaviour of the evolution of the gene expression. Nodes were randomly assigned to (multiple) functional categories reflecting the empirical distribution of functional categories for genes in MIPS database [8] (See section D in Additional File 1 for details). The transition probability matrix for the functional categories *Q_h _*were sampled randomly from two classes *H*0 : *tr*(*Q_h_*) *>*0.5*W *and *H*1 : *tr*(*Q_h_*) *≤ *0.5*W*. The interaction dynamics for each edge (*Q_e_*) depends on the functional categories (in terms of *Q_h_*) that influence the nodes of the edge as in eqn. (4).

• The second model assumes the evolution of the interaction strengths for an edge is independent of other edges. The transition probability matrix *Q_e _*for each edge *e *∈ *E *is generated by sampling with equal probability from the two classes *H*0 : *tr*(*Q_e_*) *>*0.5*W *and *H*1 : *tr*(*Q_e_*) *≤ *0.5*W*.

We simulate the dynamics for interactions for *t *∈ {1, ..., 8} for each of the two models by generating interaction strengths  for each edge *e *by sampling from a Markov chain with random starting state and transition probability *Q_e _*chosen according to the model. At each time instant, we generate observation  at each node *x *∈ *V *in {-1, 1} based on the interactions  at time *t *as in eqn. (1) using Gibbs sampling [27]. This artificial data is analogous to gene expression data in our model. The simulation period chosen (*T *= 8) is small for generic statistical inference techniques, reflecting the size of gene expression datasets commonly available [4,28].

The inference in our model is done to learn the evolution dynamics of the functional categories based on the interactions of multiple genes which have the corresponding functional classification. Based on the inferred interactions, we compute the change score *s_T _*(*e*) and  for each edge *e *and functional category *h *as in eqn. (13) and eqn. (14) respectively. The change score allows us to classify the edge (or functional category) as belonging to class *H*0 or *H*1 based on the choice of critical score s*. If we chose the critical value s* to be very high, most of the edges or functional categories will be classified as insignificant (belonging to class *H*0), as their test statistics *s_T _*(*e*) or  will be less than the critical value s*. Conversely, if we chose the critical value s* to be 0, most of the edges or functional categories will be classified as significant (belonging to class *H*1), as their test statistics *s_T _*(*e*) or  will be more than the critical value s*.

We characterize the sensitivity of the test statistic using the Receiver Operating Characteristics (ROC) curve based on different critical values of the test statistic s*. Figure 2 shows the comparison in ROC plots of the edges *e *∈ *E *and functional categories *h *∈ *H*, based on the corresponding test statistics *s_T _*(*e*) and  in eqn. (13) and eqn. (14) respectively. The critical values of the test statistic s* are indicated next to the obtained operating characteristics. The Area Under Curve (AUC) values for functional categories and edges are 0.9484 and 0.7208 respectively, which reflects the increased accuracy in determining the dynamic functional categories compared to edges. We note that the multiple edges corresponding to a functional category improves the detection of significant functional categories even under short time periods. If the gene expressions were truly independent of the function of the genes, one would observe fairly low accuracy in predicting the most dynamic functional categories. Additional File 1 accompanying this manuscript presents additional experiments discussing the choice of change score as a test statistic for selection of significant interactions.

**Figure 2:**
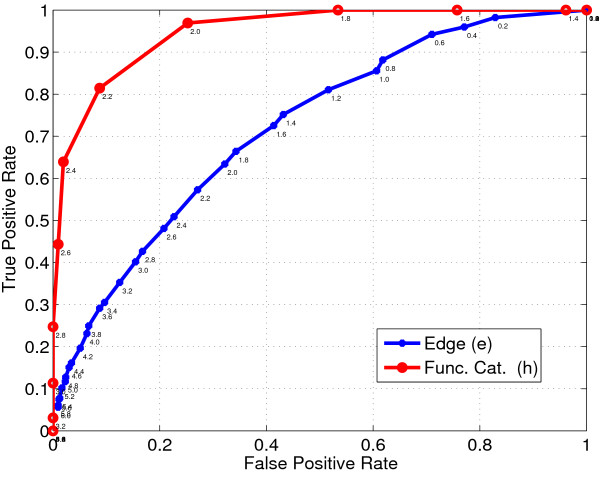
**R.O.C. comparison of functional categories and edges**. This figure compares the ROC plots for detecting significant edges *e *and functional categories *C_h _*based on corresponding test statistic *s_T _*(*e*) and . The experiment was conducted for *T *= 8 simulation period. The critical value of the test statistic is indicated next to the plots.

Further, the strain damping allows the incorporation of multiple gene expression datasets which have been generated under slightly different conditions. In effect, we learn the dynamics of functional categories from multiple instances of short time series which are not i.i.d. but are strongly related through the functional classification. This reduces the variance in the results partly alleviating the problem of inference in short time series.

One can model the dynamics of the simple model defined by eqn. (1) and eqn. (2) using a simple HMM having a large state space. The quantity to be estimated is the transition probability **Q**. However, the exponential state space makes such an approach impractical. For the purpose of study, we present a small experiment which shows that incorporating the functional information in beneficial in terms of computational requirements as well as accuracy (See Additional File 1 for details).

### Using NETGEM on gene expression data

This section presents inference results using our model for identifying interaction dynamics from two gene expression datasets in yeast.

We are interested in the edges which show considerable activity during the measured time points. Towards this end, we compute the change score *s*(*e*) as in eqn. (13). We fit an exponential distribution to it and consider the weights falling in the top-5% (*p *= 0.05) tail of the distribution. The interaction between the nodes was visualized as a graph in the Cytoscape [29] environment.

Our results show that the model correctly identifies known interactions. For example, it discovers the gradual transition from positive to negative interaction strength in edges between carbohydrate metabolism and protein synthesis genes. Moreover, it detects abrupt changes in the interaction patterns. Combining expression data from a reference strain and *Sfp1 *knockout strain shows that our model is able to successfully integrate multiple strains via strain damping. It also implicates many new actively interacting genes which have an important role in the biological conditions corresponding to the gene expression datasets. These can be used as test candidates in future biological experiments.

The gene expression dataset in the following experiments is normalized independently for each strain by subtracting from the gene expression  at node *v *at time *t *in strain *s *as(15)

where  denotes the mean gene expression level in strain s.

We chose the set  as the set of possible interactions for each edge. An (inferred) interaction of *w_e _*= +2, *w_e _*= -2 and *w_e _*= 0 means the gene expressions for the genes of edge *e *is strongly positively correlated, strongly negatively correlated or uncorrelated respectively. Similarly, an interaction of *w_e _*= +1 or *w_e _*= -1 indicates weak positive or negative correlation between the expressions for the genes of the edge *e *respectively. Our choice of  allows us to infer the degree of the correlation in addition to its sign. If this information is not required, one could choose a smaller state space (e.g. {-1, 0, 1}) which would reduce the overall complexity. Alternatively, if finer inference is required, one can choose a larger state space at the cost of higher computational complexity and additional prior information that has to be provided.

#### Interaction dynamics in response to nutrient availability (Experiment 1)

The data in this experiment captures the changes in gene expression during the gradual transition from glucose to ammonia as the growth-limiting nutrient. Genes that have already been grouped into eight clusters [11] were connected according to the protein interaction network and the interaction strength between them was determined from gene expression using the model. At the beginning of the experiment (t = 0 h), the cells were starved for glucose and were progressively exposed to increased glucose availability. After time t = 9.6 h, ammonia became the limiting nutrient. Subsequent time points capture the changes that occur in the presence of excess glucose. In response to this transition, we observed corresponding changes in glucose and ammonia metabolism, which are reflected in the interactions between the genes responsible for the synthesis of proteins and lipids.

Figures 3 shows the inferred interactions at *t *= 0.0 h. Please see the supplementary material (Additional File 1) accompanying this manuscript for the inferred dynamics for all eight time points, as well as the list of twenty most dynamic gene-gene interactions. Our model identified strong positive (inductive) interaction between the genes of carbohydrate metabolism and protein synthesis (top left corner of the network) during glucose starvation. The interaction strength gradually decreased until t = 9.6 hours and subsequently turned negative (repressive). Since the genes in this cluster predominantly belong to amino acid synthesis, our results indicate a gradual repression in amino acid and protein synthesis upon the onset of ammonia starvation.

**Figure 3:**
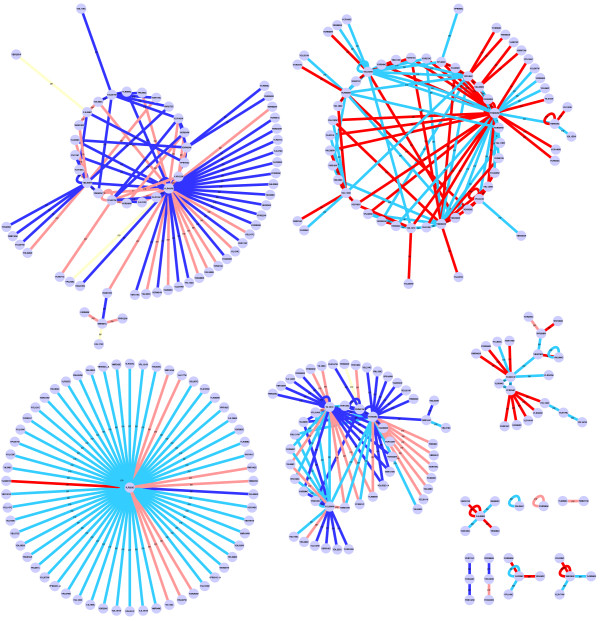
**Experiment 1 network interactions**. Time varying interaction strengths between the genes from Experiment 1. Each network is composed of all the genes from the eight clusters previously identified [11], and is shown for *t *= 0.0 hrs. The edge colors denote their interaction strength, which was classified as strong repressing (red), low repressing (pink), no effect (yellow), low inducing (light blue) and strong inducing (dark blue).

The transition in the growth-limiting nutrient also brought about an abrupt change in the interactions between genes responsible for ribosome biosynthesis (cluster of genes on the extreme right of each network). Our model identified a momentary repression in the synthesis of ribosomes at t = 9.6 hours, when the growth limitation was exerted by ammonia. These genes were constitutively active during all other time points, as is expected because ribosome biosynthesis is an essential cellular process. The temporary arrest in ribosome biosynthesis was attributed to the control exerted by Sfp1 transcription factor [11]. Our model also identified positive interactions between amino acid metabolism and cell cycle and negative interactions between genes of storage carbohydrates and lipid metabolism.

#### Interaction dynamics in response to network perturbation (Experiment 2)

An important aspect of NETGEM is to capture the dynamics in response to a perturbation in the network. The model allows identifying the significantly changed interactions in response to a deletion of a gene. In this experiment, we evaluate the effect of deleting a key transcription factor, Sfp1 [30]. We chose this dataset since Sfp1 was previously identified to be one of the most important transcription factors that governed the response to nutrient availability in yeast [11].

We first identified the interactions that are sensitive to time and perturbation. The histogram of the number of edges was fit to an exponential distribution and only those interactions that passed the threshold cutoff of *p *< = 0.05 were considered for subsequent analysis. In this manner, we identified 171 interactions among the genes that were already identified to have been differentially expressed between REF and MUT. Please see the supplementary material (Additional File 1) accompanying this manuscript for details.

An important aspect of novelty in our model is the incorporation of the damping effect in the model through eqn. (10) and eqn. (11). This ensures that interactions further from the point of perturbation in the network are affected to a lesser degree than those closer to it. The effect of damping is very sensitive to the network and in the network we considered in this study, a majority of the edges appear to be relatively unaffected by the perturbation.

After assessing the effect of perturbation for our network, we identified temporal changes in the interactions in the REF strain as well as the MUT strain independently. We observed some overlap in the actively interacting genes between REF and MUT. Many of these genes were hexose transporters and those responsible for pH homeostasis. The genes (and the functional categories) that are common to the strain indicate that they are not responsive to the mutations. NETGEM was able to identify temporal interactions that are most sensitive to the mutation. These interactions predominantly occurred between ribosome biosynthesis and amino acid metabolism. The results concur with the known role of Sfp1 in coordinating metabolism with ribosome biosynthesis and serve as an independent validation of the accuracy of the damping model incorporated in NETGEM. These interactions were identified by considering gene expression profiles in REF and MUT, using the damping model. Indeed the functional classification of the genes between which interactions change significantly indicate that Sfp1 transcription factor has widespread control over coordinating ribosome biosynthesis, pH homeostasis, transport of proteins and drugs, etc. Table 2 and Table 3 show the list of MIPS IDs corresponding to the 20 topmost functional categories whose transitional probabilities exhibit the maximum degree of change in interaction strengths out of 260 possible functional categories, and the description of the functional categories corresponding to the MIPS IDs respectively. This is obtained by considering the total probability of change in the transition probability matrix, *Q_h_*, i.e., . The fact that many of these functional categories have already been identified [30] to be sensitive to the perturbation gives substantial credibility to our findings. Figure 4 presents the temporal dynamics of the interaction strengths in (*a*) REF, (*b*) MUT, and (*c*) JOINT where the inference is based on both the strains combined to *t *= 0 min.

**Table 2:** Functional categories with maximum temporal variation

REF	MUT	JOINT
**32.01.04**	**32.01.04**	**32.01.04**
**20.09.03**	**20.09.03**	**20.09.03**
10	16.21	16.21
16.21	32.05.05	**11.04.02**
**11.04.02**	10	10
32.05.05	**11.04.02**	**12**
**20.01.27**	40.01.05	32.05.05
**30**	**30**	**30**
16.03.03	10.01.09	16.03.03
**20.09.07**	10.03.01	32.07
**12**	14.13.01	**20.09.07**
32.07	**20.01.10**	40.01.03
**20.01.15**	16.03.03	**20.01.27**
42.04.05	**20.09.07**	10.01.09
34.07.02	42.04.03	34.07.02
10.03.01	16	32.07.07
40.01.03	34.07.02	16.02
10.01.09	**12.01.01**	42.04.05
42.29	**01.03.01**	42.29
32.07.07	32.07.07	14.04

Table 2 shows the MIPS IDs of the top 20 functional categories which show the maximum amount of variation in time for REF or MUT strains, evaluated independently and Jointly using the damping model. This is obtained by considering the total probability of change in the transition probability matrix *Q_h _*i.e. . The categories indicated in bold font are those which are known to have been enriched in the original dataset [30].

**Table 3:** Description of functional categories

MIPS ID	Description of functional categories
**01.03.01**	purin nucleotide/nucleoside/nucleobase metabolism
10	cell cycle and DNA processing
10.01.09	DNA restriction or modification
10.03.01	mitotic cell cycle and cell cycle control
**11.04.02**	tRNA processing
**12**	protein synthesis
**12.01.01**	ribosomal proteins
14.04	protein targeting, sorting and translocation
14.13.01	cytoplasmic and nuclear protein degradation
16	protein with binding function or cofactor requirement (structural or catalytic)
16.02	peptide binding
16.03.03	RNA binding
16.21	complex cofactor/cosubstrate/vitamine Binding
**20.01.10**	protein transport
**20.01.15**	electron transport
**20.01.27**	drug/toxin transport
**20.09.03**	peroxisomal transport
**20.09.07**	vesicular transport (Golgi network, etc.)
**30**	cellular communication/signal transduction mechanism
**32.01.04**	pH stress response
32.05.05	virulence, disease factors
32.07	detoxification
32.07.07	oxygen and radical detoxification
34.07.02	cell-matrix adhesion
40.01.03	directional cell growth (morphogenesis)
40.01.05	growth regulators/regulation of cell size
42.04.03	actin cytoskeleton
42.04.05	microtubule cytoskeleton
42.29	bud/growth tip

Table 3 presents the description of the functional categories corresponding to the MIPS IDs present in Table 2.

**Figure 4:**
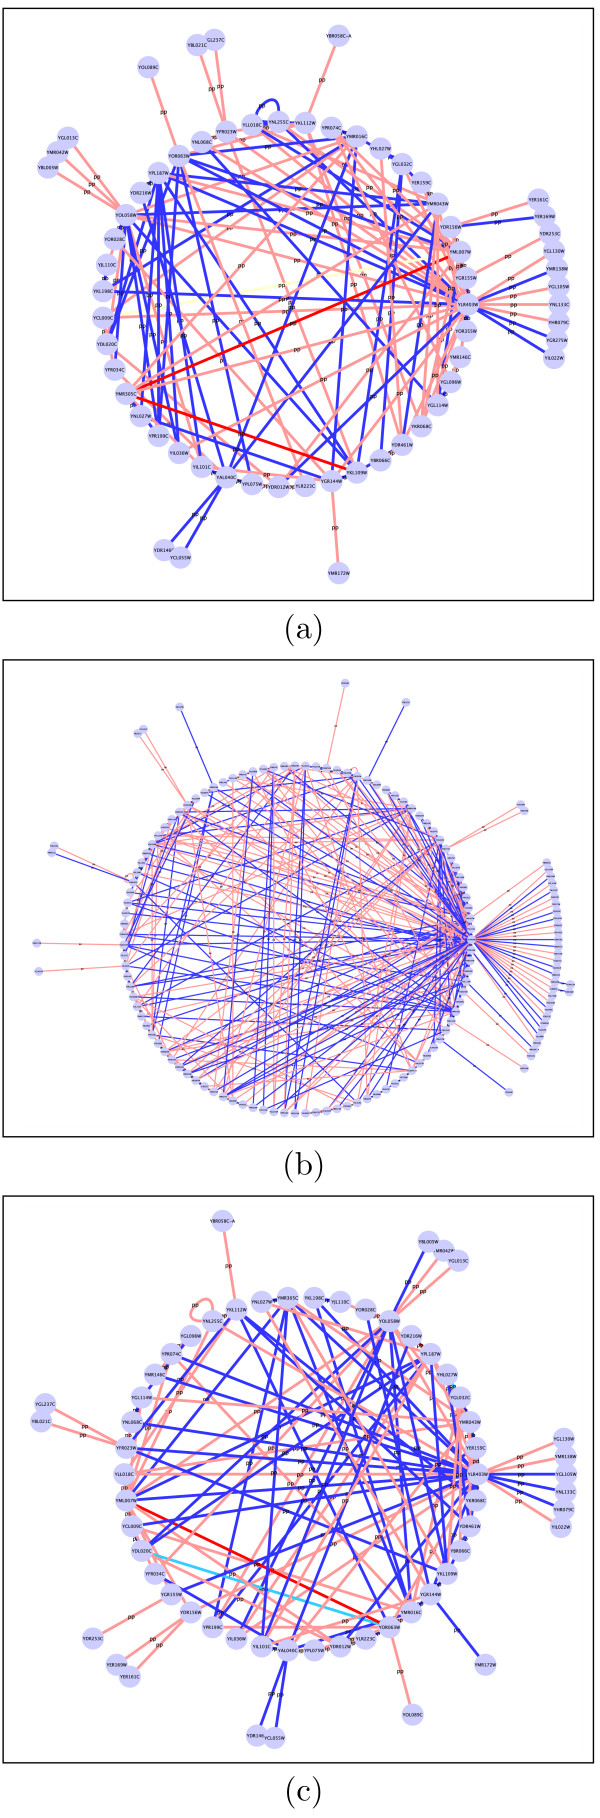
**Experiment 2 network interactions**. Dynamics of temporal interactions between genes in (*a*) REF, (*b*) MUT and in (*c*) both strains combined, using the damping model for Experiment 2 at *t *= 0 min. All the genes identified to be significantly changed [30] were combined into one network. The color of the edges in the network indicates the interaction strength, which was classified as strong repressing (red), low repressing (pink), no effect (yellow), low inducing (light blue) and strong inducing (dark blue).

Please see Additional File 2 for the Cytoscape attribute files and the figures corresponding to Experiment 1 and Experiment 2.

## Conclusion

There is a trade off between using more sophisticated conditional probability models *p*(**w***^s^*(*t*)*|***w**^0^(*t*)) involving more parameters to be learnt and the limited amount of experimental data in order to model interaction dynamics. NETGEM is a systematic model that relates temporal changes in gene expression data to the dynamics of interactions in the context of a regulatory network. We believe that NETGEM achieves an optimal balance between model complexity and the data requirement, while allowing ample flexibility to adjust the parameters. The framework of the model will also inherently facilitate analyzing the effect of a perturbation in the network. For a given regulatory network and gene expression data, NETGEM was able to identify time-sensitive interactions in the network and determine their strength. It was able to deduce the most active functional categories that interacted. In addition to these, the NETGEM uses a damping feature that models the effect of a network perturbation by localizing more activity around the point of perturbation. These three novel features that NETGEM offers reflect its advantage over many other time-series models that have been developed recently. Of particular interest is its ability to capture abrupt changes in the interaction patterns. For example, NETGEM identified momentary arrest in ribosome biosynthesis during the transition in the nutrient that limits growth from glucose to ammonia (Experiment 1). We identified many actively interacting genes that were implicated to play an important role in the biological conditions from which we obtained the data. This lends the promise that new insights obtained from using NETGEM are also physiologically relevant. Given that the inputs to NETGEM are the topology of the network and temporal variation of the nodes, it is evident that this methodology has widespread applications in analyzing network dynamics, beyond biological systems.

## Authors' contributions

VJ, CB, DD and GNV designed the study. GNV provided the experimental data and critically revised the biological findings of the method. VJ performed the analysis. All authors interpreted the results. VJ and GNV wrote the manuscript. All authors read, edited and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary material**. This file contains the supplementary material accompanying this manuscript. Click here for file

Additional file 2 **Cytoscape visualization data**. This file is a zip archive containing the Cytoscape attribute files and the figures corresponding to Experiment 1 and Experiment 2. See the included README file for more details. Click here for file

# Supplementary material for: NETGEM: Network Embedded Temporal GEnerative Model for gene expression data
**Source:** BMC Bioinformatics. 2011 Aug 8;12:327. doi: 10.1186/1471-2105-12-327
**Supplement:** Additional file 1 — Supplementary material. This file contains the supplementary material accompanying this manuscript.

Supplementary material for manuscript:
“NETGEM: Network embedded temporal
generative model for gene expression data”

Contents

**A**	**Model derivation**	**2**
**B**	**Prior Initialization**	**3**
**C**	**Empirical properties of change score $s(e)$**	**4**
C.1	Impact of number of observations	4
C.2	Empirical distribution of $s(e)$	5
C.3	Test statistic sensitivity	5
**D**	**Impact of small number of observations**	**6**
**E**	**Discussion on NETGEM vs Naive HMM**	**9**
E.1	Evaluation of independent weights dynamics	9
E.2	Number of parameters to be learnt	10
E.3	Experimental comparison	10
**F**	**Experiment 1 results**	**11**
**G**	**Experiment 2 results**	**13**

This document presents the supplemental material for the manuscript
“NETGEM: Network Embedded analysis of Temporal Gene Expression Model”.

A Model derivation

This section presents the derivation for the inference and parameter learning in the generative model, NETGEM. The inference is done over the hidden variables $\{y_e(t), w_e(t)\}$ based on the Markovian structure of the problem. The expectation maximization procedure Neal and Hinton [1998] which iteratively learns the parameters $\Psi = \{Q_h, \alpha_{e,h}\}_{h \in \mathcal{H}, e \in E}$ conditioned on hidden variable $\Omega = \{\mathbf{y}^{1:T}, \mathbf{w}^{1:T}\}$ as

$$\begin{aligned} \text{E-step: } \mathcal{L}(\Psi; \Psi^{(n)}) &= E_{\Omega^l}[\ln P(\mathbf{x}^{1:S}(1:T), \Omega(1:T) | \Psi(1:T))] \\ \text{M-step: } \hat{\Psi}^{(n+1)} &= \arg \max_{\Psi} (\ln P(\Psi) + \mathcal{L}(\Psi; \Psi^{(n)})) \end{aligned} \quad (\text{A.1})$$

where Ω^l is the conditioned variable $(\mathbf{w}^{1:T}, \mathbf{y}^{1:T} | \mathbf{x}^{1:S}(1:T), \Psi^{(n)})$.

We assume that the data for strain, s , is independently generated based on the Ising model with the weights that are damped versions of the weights in the original strain. This leads to the observation model specified as:

$$o_e^t(l) = P(x_e^{1:S}(t) | w_e(t) = w_l) \quad (\text{A.2})$$

$$= \frac{1}{Z} \prod_{s=1}^S P(x_e^s(t) | w_e(t) = w_l) \quad (\text{A.3})$$

$$= \frac{\exp \left\{ -w_l \left(\sum_{s=1}^S x_i^s(t) x_j^s(t) \Gamma^s(i, j) \right) \right\}}{\sum_{l=1}^{\mathcal{W}} \exp \left\{ -w_l \left(\sum_{s=1}^S x_i^s(t) x_j^s(t) \Gamma^s(i, j) \right) \right\}} \quad (\text{A.4})$$

The forward iterates, $f_e^t(l, h)$ and backward iterates, $b_e^t(l, h)$ can be computed as follows:

$$f_e^t(m, h) = P(x_e^{1:S}(1:t), w_e^t = w_m, y_e^t = h | \Psi_e^{(n)}) \quad (\text{A.5})$$

$$\begin{aligned} &= P(x_e^{1:S}(t) | w_m) \sum_{w_l} \sum_{h'} \left[P(y_e^t = h | \alpha^{(n)}) \right. \\ &\quad \times \left. P(w_m | w_e^{t-1} = w_l, y_e^{t-1} = h') \times f_e^{t-1}(l, h') \right] \end{aligned} \quad (\text{A.6})$$

$$= o_e^t(m) \sum_{l=1}^M \sum_{h'=1}^H f_e^{t-1}(l, h') \alpha_h^{(n)} q_{h'}^{(n)}(l, m) \quad (\text{A.7})$$

$$b_e^t(m, h) = P(x_e^{1:S}((t+1):T) | w_e(t) = w_m, y_e^t = h, \Psi_e^{(n)}) \quad (\text{A.8})$$

$$\begin{aligned} &= \sum_{w_l} \sum_{h'} \left[P(x_e^{1:S}(t+1) | w_e^{t+1} = w_l) b_e^{t+1}(l, h') \right. \\ &\quad \times \left. P(w_e^{t+1} = w_l | w_m, y_e^t = h) P(y_e^{t+1} = h' | \alpha^{(n)}) \right] \end{aligned} \quad (\text{A.9})$$

$$= \sum_{l=1}^M \sum_{h'=1}^H q_h^{(n)}(m, l) o_e^{t+1}(l) \alpha_{h'}^{(n)} b_e^{t+1}(l, h') \quad (\text{A.10})$$

where $M = |\mathcal{W}|$ denotes the number of possible states of the interactions on each edge. The conditional probability $P(\Omega_e^t = (w_l, h), \Omega_e^{t+1} = (w_m, h') | \mathbf{x}_e^{1:S}(1 : T), \Psi^{(n)})$ denoted by $\xi_e^t(l, m, h, h')$ can be computed as

$$\xi_e^t(l, m, h, h') \propto f_e^t(l, h) \alpha_{h'}^{(n)} q_h^{(n)}(l, m) o_e^{t+1}(m) b_e^{t+1}(m, h') \quad (\text{A.11})$$

The likelihood term, $\mathcal{L}(\Psi; \Psi^{(n)})$ in (A.1) can be expressed in terms of the conditioned edge probabilities, ξ_e^t , in (A.11) as

$$\mathcal{L}(\Psi; \Psi^{(n)}) = \sum_{e \in E} \sum_{t=1}^{T-1} \mathbf{E}_{\xi_e^t} [\ln q_h(l, m) + \ln \alpha_{e, h'}] \quad (\text{A.12})$$

subject to the constraints

$$\sum_m q_h(l, m) = 1 \quad \forall h \quad (\text{A.13})$$

$$\sum_h \alpha_{e, h} = 1 \quad \forall e \quad (\text{A.14})$$

B Prior Initialization

The priors in the generative model play a crucial part in the model. We briefly discuss them below:

- θ : This is the prior over the transition probability matrices for the functional classes. Since, there is no information apriori about the functional categories, we chose a non-informative prior. Specifically, each row element of the prior is sampled from a uniform random distribution; following which the row is normalized.
- λ : This is the prior over the mixing proportions and is used to encapsulate the functional category information. The matrix is initialized as $\alpha_{e, h} = 0$. For each functional category h that is known for a gene of an interacting edge, e , a value of 1 is added in the corresponding $\alpha_{e, h}$. A gaussian noise with $\sigma \sim 0.1$ is introduced; following which the rows are normalized such that $\sum_h \alpha_{e, h} = 1 \forall e$.

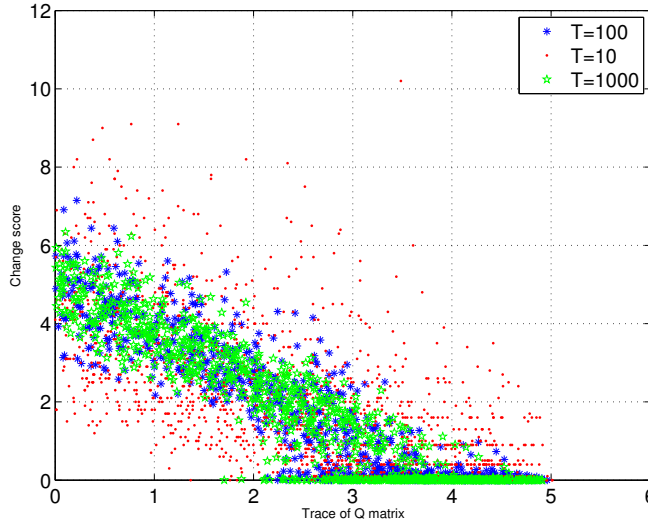

Figure 1: This figure shows the dependence between trace of the Markov transition probability matrix, $tr(Q_e)$, and the score, $s_T(e)$, at different simulation periods, $T = 10$, $T = 100$, $T = 1000$.

C Empirical properties of change score $s(e)$

This section presents experiments using artificial data to study the properties of the change score as test statistic.

C.1 Impact of number of observations

Figure 1 shows the dependence of the change score $s_T(e)$ on the trace $tr(Q_e)$ of the Markov transition probability matrix Q_e and different simulation time periods, T . We observe that the change score $s_T(e)$ decreases with increasing trace $tr(Q_e)$ even at small simulation time period ($T = 10$). Further, the variance in the scores for a given trace $tr(Q_e)$ decreases with larger values of simulation period T . However, at small observation periods $T \leq 10$, there is a significant degree of randomness in the change scores. This is indeed the case for any short time series data, which follows some underlying distribution.

In the remainder of this section, we focus on the case when the number of observations is small $T = 8$. We denote the change score by $s(e)$ for this case.

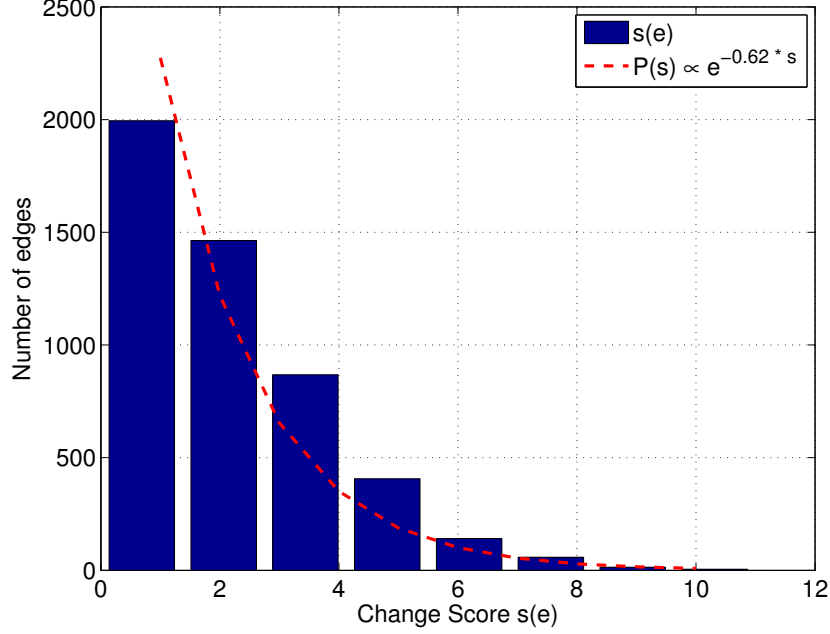

Figure 2: The histogram of the change scores for synthetic experiment and the best exponential fitted to the data.

C.2 Empirical distribution of $s(e)$

The underlying distribution of the test statistic $s(e)$ is unknown. However, based on empirical data, we assume that the distribution of the test statistic $s_T(e)$ has an exponential distribution.

Figure 2 shows the empirical distribution of the change scores $s(e)$ for a simulation on a graph consisting of 1000 nodes and 5961 edges, and the best exponential distribution fitted to the empirical data. Figures 3 (a) and (b) show the empirical distribution of the test statistic under the null ($H0 : tr(Q_e) > 0.5W$) and alternate hypothesis ($H1 : tr(Q_e) \leq 0.5W$).

C.3 Test statistic sensitivity

We characterize the sensitivity of the test statistic using the Receiver Operating Characteristics (ROC) curve. Figure 4 (a) shows the Receiver Operating Characteristics (ROC) plots for the synthetic experiment under the null hypothesis $H0 : tr(Q_e) > 0.5W$ and the alternate hypothesis $H1 : tr(Q_e) \leq 0.5W$. The critical value of the test statistic s^* are indicated next to the

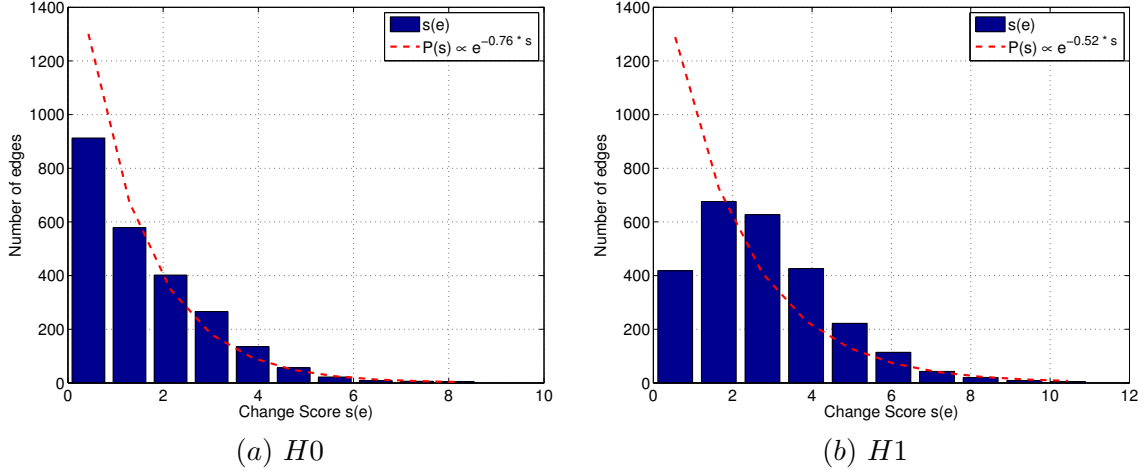

Figure 3: Figure (a) and (b) shows the empirical distribution (blue) of the test statistic under the null ($H0$) and alternate hypothesis ($H1$) respectively. The test statistic distribution is approximated using the best exponential fit (red).

obtained operating characteristics. We note that the increasing value of the critical value s^* reduces the number of false positives.

Figure 4 (b) shows the distribution of the p -values under the null hypothesis.

D Impact of small number of observations

This section discusses the impact of the small number of noisy observations (gene expression data). While it is desirable to have gene expression at sufficiently large number of data points to warrant satisfactory application of the conventional time-series analyses to glean useful information, such an experimental setup is often prohibited by expenses and time. Therefore, it is common to extract biological information by measuring gene expression at fewer time points, usually in the range of 5 – 10 Ernst and Joseph [2006], Ernst et al. [2005]. It is to be noted that the rate of change in the expression of the genes is the ultimate determinant of the number of measurements. For example, too few measurements in a rapidly changing system would fail to capture crucial dynamics, while a large number of measurements on a slowly changing system would obscure reliable inferences.

The inference in NETGEM is done to learn the evolution dynamics of

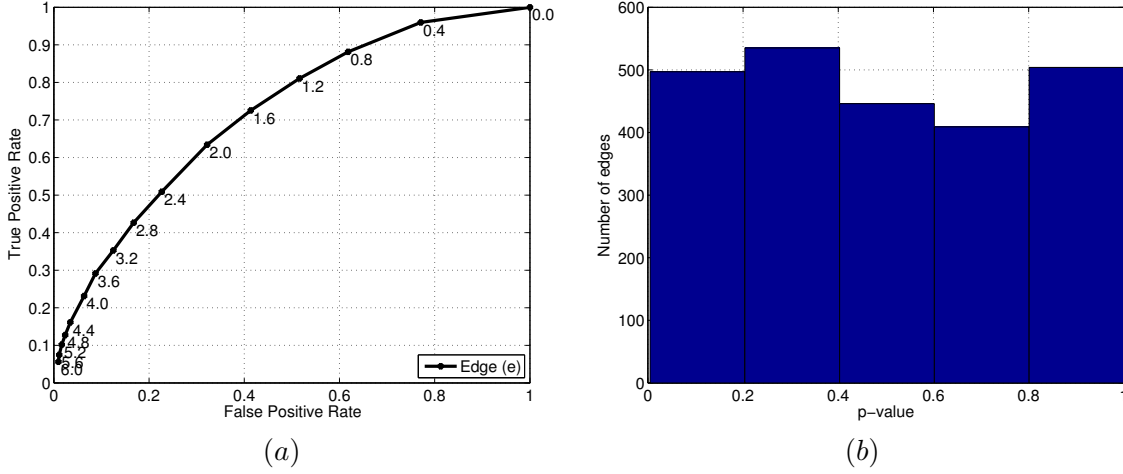

Figure 4: This figure shows (a) the R.O.C. curve for the synthetic experiment (The critical value s^* of the test statistic is indicated.); and (b) the distribution of the p -values under the null hypothesis. The results obtained are for $N = 1000$ edges and a short simulation period $T = 8$

the functional categories based on the interactions of multiple genes which have the corresponding functional classification. Further, the strain damping allows the incorporation of multiple gene expression datasets which have been generated under slightly different conditions. In effect, we learn the dynamics of functional categories from multiple instances of short time series which are not i.i.d. but are strongly related through the functional classification. This reduces the variance in the results partly alleviating the problem of inference in short time series. The remainder of this section explores this in some detail.

The Markov transition probability Q_e of an edge $e \in E$ is a linear mixture of the Markov transition probabilities Q_h of the MIPS functional categories $\mathcal{C} = \{C_1, \dots, C_H\}$, i.e.

$$Q_e = \sum_{h=1}^H \alpha_{e,h} Q_h \quad (\text{D.15})$$

where $\alpha_{e,h}$ denotes the influence of functional category C_h in the edge e such that $\sum_h \alpha_{e,h} = 1$ for all edges $e \in E$. Thus, there are multiple time series $\{w_e(t) : \alpha_{e,h} \geq 0\}$ for a functional category $h \in H$.

The functional categories were obtained by restricting to the functional category description to maximum depth 3, i.e., a functional category correspond to MIPS ID 10, 10.06, 31.4.29, etc. was included, whereas the

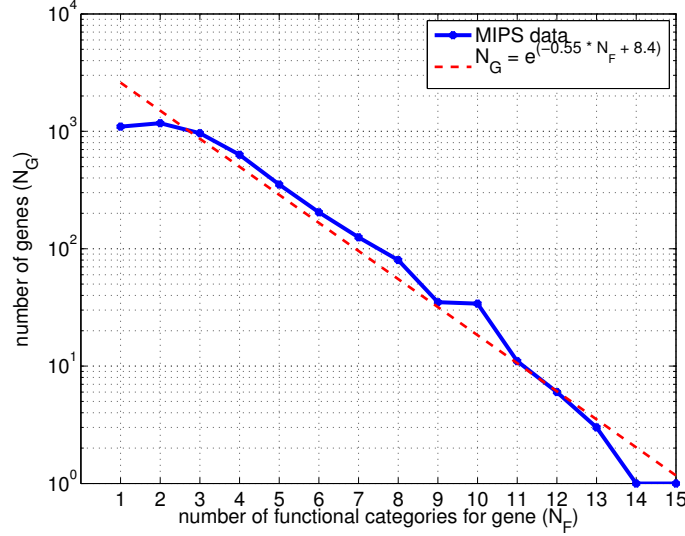

Figure 5: The distribution of the number of functional categories for 4715 genes over 260 MIPS functional categories used in Experiment 2. The average number of functional categories for a gene is 3.

functional categories corresponding to MIPS ID 10.4.25.1, 16.20.31.21, etc. were excluded.

Figure 5 shows the distribution of number of MIPS functional categories for a given gene, for 4715 genes with $H = 260$ possible categories (MIPS ID) from Experiment 2. The average number of functional categories for a gene is 3.

The presence of multiple edges corresponding to a functional category provides extra information. In order to elucidate, we present the following experiment: We generated a synthetic graph consisting of $N = 1000$ nodes and 5961 (randomly selected) edges $e \in E$ between them which can have interactions $\mathcal{W} = \{-2, -1, 0, 1, 2\}$. We use $H = 200$ functional categories which govern the behaviour of the network evolution through randomly selected mixing proportions $\alpha_{e,h}$ in (D.15) having distribution as Figure 5. The transition probabilities Q_h are generated randomly from two classes $H1 : tr(Q_h) \leq 0.5|\mathcal{W}|$ and $H0 : tr(Q_h) > 0.5|\mathcal{W}|$ ($P = 50\%$). The experiment was run for $T = 8$ simulation period. We define change score $\tilde{s}_T(h)$ for the functional category C_h as $\tilde{s}_T(h) = \frac{\sum_{\{e \in E: \alpha_{e,h} \geq 0\}} \alpha_{e,h} s_T(e)}{\sum_{\{e \in E: \alpha_{e,h} \geq 0\}} \alpha_{e,h}}$.

Figure 2 in the main manuscript shows the comparison in ROC plots of

the edges $e \in E$ and functional categories C_h , based on the corresponding test statistics $s_T(e)$ and $\tilde{s}_T(h)$. We note that the multiple edges corresponding to a functional category improves the detection of significant functional categories even under short time periods.

E Discussion on NETGEM vs Naive HMM

This section presents a study of the naive HMM vs the NETGEM model. One can model the dynamics of the simple model defined by (1) and (2), using a simple HMM. The quantity to be estimated is the transition probability $\mathbf{Q}$. However, the exponential state space makes such an approach impractical. For the purpose of study, we explore the relation between our model and the simple HMM in the following two sections.

E.1 Evaluation of independent weights dynamics

We now discuss the relationship between the results obtained using the independent weights evolution assumption and the original problem.

Lemma E.1 *The independently evolving weights assumption gives a rank-1 tensor approximation Horn and Johnson [1990] to the global weight transition probability.*

For example, if the interaction network consists of two edges having transition probabilities $A = \{a_{ij}\}$ and B respectively, the approximation to the original matrix, $\hat{Q}$ is given as the Kronecker product

$$\hat{Q} = A \otimes B = \begin{bmatrix} a_{11}B & a_{12}B \\ a_{21}B & a_{22}B \end{bmatrix}$$

We note that if the weights indeed evolve independently of each other and we are given the edge transition probabilities Q_e , the overall system transition probability, $\mathbf{Q}$, is given as

$$\mathbf{Q} = Q_1 \otimes Q_2 \otimes \dots \otimes Q_E$$

In general, if there are E edges with estimated transition probability matrices, $\hat{Q}_1, \dots, \hat{Q}_E$, we obtain the approximation, $\hat{\mathbf{Q}}$

$$\hat{\mathbf{Q}} \simeq \hat{Q}_1 \otimes \hat{Q}_2 \otimes \dots \otimes \hat{Q}_E$$

We discuss the quality of approximation in case the original probability matrix Q is a higher order tensor elsewhere.

E.2 Number of parameters to be learnt

We note that the generative model, NETGEM, does an order reduction the number of parameters to be learnt. Specifically, if there are E edges in the network, with each edge taking on W denotes the number of possible interaction strengths, and H is the number of functional classes, the number of parameters to be learnt is reduced from $O(W^{2*E})$ to $O(HW^2 + HE)$. Typical values are $E \sim 6000$, $H \sim 260$ and $W \sim 5$.

E.3 Experimental comparison

We consider a model M which provides estimates $\{\hat{\mathbf{Q}}^M\}$ and $\{\hat{\mathbf{w}}_e^M(t)\}$ for the true transition probabilities $\mathbf{Q}$ and the actual interaction strengths $\{w_e(t)\}$ for the edges $e \in E$ for the time period $t \in T$. Then, a standard hidden Markov model attempts to estimate $\hat{\mathbf{Q}}^{HMM}$ directly. We compare our method (NETGEM) with a standard implementation of HMM¹.

We use two metrics to compare our results with respect to the standard hidden Markov model implementation over the large state space, namely,

1. *F1-score*: F1-score is the harmonic mean of the precision, P , and recall, R , i.e., $F1 = \frac{2PR}{(P+R)}$. In the context of our problem, the precision, P_M , and recall, R_M , for a model, M , are defined as

$$P_M = \frac{\sum_{e \in E} \sum_{t=1}^T \mathbf{1}_{\hat{w}_e^M(t)=1} \mathbf{1}_{w_e(t)=1}}{\sum_{e \in E} \sum_{t=1}^T \mathbf{1}_{\hat{w}_e^M(t)=1}}$$

$$R_M = \frac{\sum_{e \in E} \sum_{t=1}^T \mathbf{1}_{\hat{w}_e^M(t)=1} \mathbf{1}_{w_e(t)=1}}{\sum_{e \in E} \sum_{t=1}^T \mathbf{1}_{w_e(t)=1}}$$

where $\mathbf{1}_{\{\cdot\}}$ is the indicator function. Thus, F-score measures the accuracy of the predictions about strengths of interactions made by the model.

2. *Frobenius norm*: We measure the Frobenius norm between the estimated (by model M) transition probability, $\hat{\mathbf{Q}}^M$ and the true transition probability, $\mathbf{Q}$ used to generate the data, as

$$\|\hat{\mathbf{Q}}^M - \mathbf{Q}\|_F = \sqrt{\sum_{i,j} |q_{ij}^M - q_{ij}|^2}$$

---

¹<http://people.cs.ubc.ca/~murphyk/Software/HMM/hmm.html>

where q_{ij} denotes the $(i, j)^{th}$ element of the matrix $\mathbf{Q}$. Thus, this measures the accuracy with which we can estimate the transition probability, Q .

Comparing NETGEM with HMM:

We choose a graph with $N = 7$ nodes (genes) with $E = 10$ (interactions) and $H = 10$ functional classes. The genes are randomly assigned classes such that each node is a member of $N_{av} = 1.5$ classes on average. A random transition probability matrix, Q_h , is generated for each interaction class, $h \in H$. This allows us to generate the edge transition probabilities Q_e ; and consequently the overall transition probability $\mathbf{Q} = \otimes_{e \in E} Q_e$ where $\otimes$ denotes the Kronecker product. This allows us to generate the weight evolution $W_{1...T}$ for time period T . The observed synthetic expression levels $X_{1...T}$ are generated using Gibbs Sampling based on the Boltzmann distribution.

We note that the small value of N allows direct estimation of the transition probability matrix $\hat{\mathbf{Q}}^{HMM}$ of size $|\mathcal{W}|^E \times |\mathcal{W}|^E$; and larger values of N can cause memory overflow. For example, if there are $E = 10$ edges; each of whose weights can take $W = 2$ values; the size of the transition probability matrix to be learnt is $2^{10} \times 2^{10}$.

The weights take possible values in $\mathcal{W} = \{-1, 1\}$, and the evolution characteristic, Q_e , for each weight is a mixture based on the interacting genes. We note that a value of $+1$ indicates that the genes are *activating* each other ; while -1 indicates the genes are *repressing* each other.

Figure 6 (a) shows the F1-scores for different simulation time-periods for 5 strains each missing at most 1 randomly selected node. A value of $\beta = 0.5$ was used for the experiment. We observe that NETGEM does significantly better than a naive HMM for small number of observation time-points. This happens to be the case for most genetic expression datasets. Similarly, Figure 6 (b) shows that NETGEM recovers the original transition probability matrix $\mathbf{Q}$ more accurately than HMM.

F Experiment 1 results

Figure 7 - Figure 14 show the time varying interaction strengths between the genes from Experiment 1. 

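In Additional file 2 the paper lists expression values of 227 genes at the 8 time points of Experiment 1, 1 value per gene and time point and without replicates. All expression values given here are the paper's, on its scale (GCRMA values, taken as log2), and the medians and counts were computed from them. The 12 genes of cytosolic ribosomal proteins among them all had their lowest value at time point 4. Their median was 15.04 at time point 3, 12.12 at time point 4 and 14.37 at time point 5. RPL21A, which encodes a protein of the large subunit, measured 14.69, 10.06 and 13.89 at these 3 points, and RPL31B measured 14.99, 10.55 and 14.18.
The 7 genes of the general stress response were all lower at time point 2 than at time point 1, with a median difference of -5.32, and all higher at time point 4 than at time point 3, with a median difference of 4.20. CTT1, which encodes the cytosolic catalase, measured 12.73, 5.41, 5.30 and 13.52 at time points 1 to 4. HSP12, which encodes a membrane-associated stress protein, measured 16.03, 11.38, 11.93 and 16.13. Of 9 genes under nitrogen catabolite repression, 8 were higher at time point 4 than at time point 3, and AGP1, an amino acid permease, was lower (10.35 and 9.63). DAL80, a repressor of this pathway, measured 2.75 at time point 3 and 14.1 at time point 4. OPT2, a transporter of oligopeptides, measured 2.12 at time point 3, 11.15 at time point 4 and 15.53 at time point 8.
Of 6 genes of gluconeogenesis and the glyoxylate cycle, 5 were highest at time point 4, and all 6 were lowest at time point 7 or 8. ICL1, which encodes isocitrate lyase, measured 14.68 at time point 4 and 9.09 at time point 8. The 4 genes of storage carbohydrates were all higher at time point 4 than at time point 3, among them GLC3, which encodes the glycogen branching enzyme (15.27 and 12.28). The gene groups were fixed before the arrays were examined but after Additional file 2 had been read, and the study had chosen the 227 genes on this time course, so their counts are not independent evidence of a direction. With 1 value per time point no test of a step could be made. From the inferred interactions, the paper describes a brief pause of ribosome biosynthesis when ammonia became the limiting nutrient, and cites an earlier study that attributed the arrest to Sfp1.

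**Figure D1:**
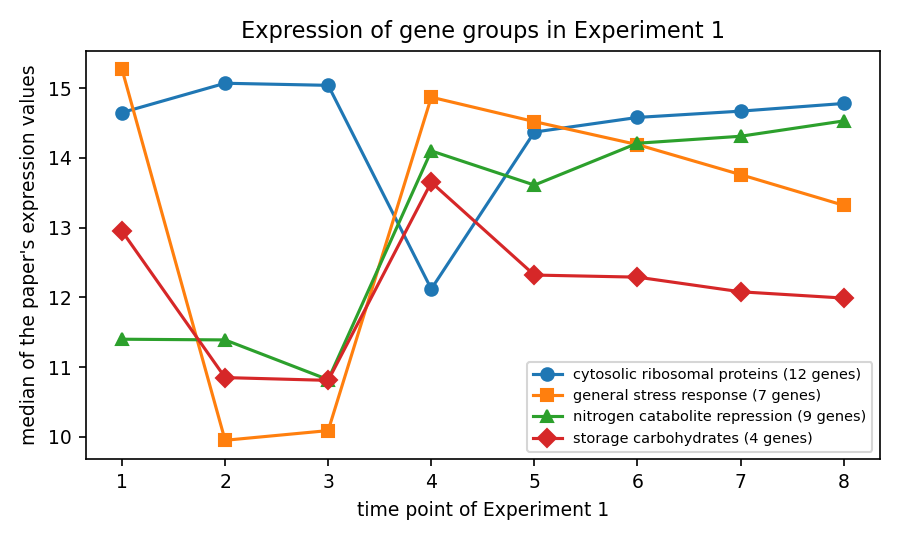
Median of the paper's expression values (vertical axis, log2 scale) at the 8 time points of Experiment 1 (horizontal axis) for 4 groups of genes, each line a group. The line of the ribosomal protein genes has its lowest point, 12.12, at time point 4, while the stress response genes stand at 14.87 and the nitrogen catabolite repression genes at 14.1 there.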

Each network is composed of all the genes from the eight clusters previously identified Farzadfard et al. [2010], and is shown for the eight time points for which gene expression was measured. The time stamps (in hours) are indicated below each network. The edge colors denote their interaction strength, which was classified as strong repressing

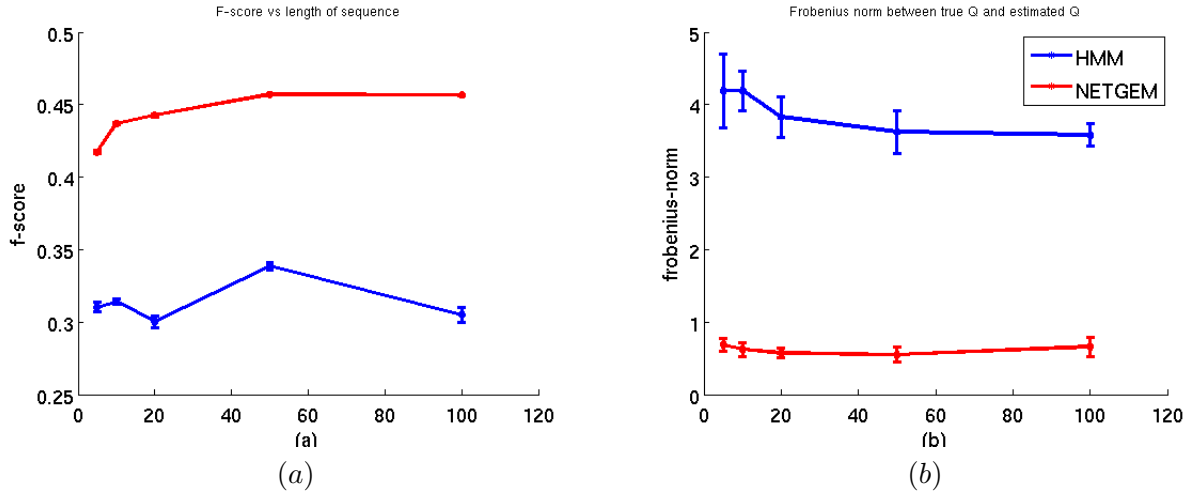

Figure 6: This figure compares the results obtained using the generative model (NETGEM) with result of an standard HMM implementation with increasing number of observations (time points), T , available for 20 random trials using HMM (blue) and NETGEM (red) models. (a) F1-score for the estimated weight evolution *versus* the true weight evolution sequence (b) Frobenius norm of the difference between the true evolution characteristics for the system and the estimated characteristics.

(red), low repressing (pink), no effect (yellow), low inducing (light blue) and strong inducing (dark blue).

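Each interaction carries a strength from -2 to 2 at each time point, where the paper reads a negative strength as repression and a positive strength as induction. The interactions list of Experiment 1 in Additional file 2 holds 303 interactions among 227 genes, and 16 of them join a gene to itself. Of the 303, 110 changed sign at some time. At time point 1 the paper's list holds 153 negative, 3 zero and 147 positive strengths, and at time point 8 it holds 105 negative, 144 zero and 54 positive strengths. From time point 1 to time point 2, 186 of the strengths changed, and 151 changed from time point 3 to time point 4, where the ribosomal protein genes had their lowest expression. The other steps changed between 50 and 129 strengths.
The networks are drawn from a separate set of colours for 373 edges among 278 genes. Of the 296 pairs that are both listed and drawn, 76 have the same strengths at all 8 time points in both, so the counts from the list are not those of the networks as drawn. IFH1, a transcriptional coactivator of ribosomal protein genes, has 59 of these edges, and 53 of them lead to a ribosomal protein gene. In the interactions list IFH1 has 15 interactions, 12 of them with a ribosomal protein gene.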

Figure 15 (a)-(t) shows the temporal evolution of the top 20 most changing (temporally) network interactions for the aerobic case.

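The genes of these 20 pairs shared a course of expression in the paper's values. They make up 22 genes, and together with SFP1 all 23 measured lower at time point 2 than at time point 1 and higher at time point 4 than at time point 3. Their median was 11.67 at time point 1, 7.92 at time point 2 and 11.73 at time point 4. SFP1 itself moved little, with 11.93, 11.61, 11.55 and 11.73 at time points 1 to 4. How many of the other listed genes made the same steps is not given here. CIN5, a transcription factor of the basic leucine zipper family, measured 10.51 at time point 1, 3.44 at time point 2, 3.17 at time point 3 and 9.91 at time point 4. XBP1, a transcriptional repressor induced by stress, measured 12.38, 9.22, 9.46 and 12.46, and TYE7, an activator of glycolytic genes, measured 11.22, 9.13, 8.44 and 10.84. ARO80, which activates genes for the use of aromatic amino acids, measured 9.93, 9.49, 9.41 and 11.5. Among the other genes of the pairs, SPS100 measured 11.67, 2.79, 2.78 and 7.75, and PEX18 measured 8.70, 2.09, 2.41 and 9.64. The study shows the pairs as those that changed most over time, so a shared course of their genes is not independent evidence. In the interactions list, however, the sum of squared steps in strength of these pairs ranges from 1, as for CIN5 with SYM1, to 19 for CIN5 with MSC1, so by that list they are not all among the most changing pairs. In the edge colours the sums of those pairs that are drawn range from 2, for CIN5 with PIG2, to 25, as for CIN5 with MSC1. There the figure's strengths stand under the same name for 1 pair only.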

G Experiment 2 results

Figures 16-21 present the complete interaction dynamics for Experiment 2 between genes in REF (a), MUT (b) and in both strains combined, using the damping model (c) at various time points. 

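Experiment 2 follows a reference strain (REF) and a strain with SFP1 deleted (MUT) at 0, 5, 10, 30, 60 and 120 min after a glucose pulse. The JOINT network was inferred from both strains together with the damping model, in which interactions farther from the deleted gene are less affected. All strengths and expression values given here are the paper's, from Additional file 2, and the counts were computed from them. SFP1, an activator of ribosomal protein and ribosome biogenesis genes, measured 8.23 in REF at 0 min and was highest at 30 min, at 9.40, while in MUT it stayed between 2.20 and 2.62. XBP1, a stress-induced repressor, measured 7.09 in REF at 0 min and 2.31 at 60 min, and 6.27 and 2.28 in MUT.
The REF list holds 134 interactions among 63 genes, the MUT list 338 among 147 genes and the JOINT list 129 among 61 genes. SFP1 takes part in 31, 81 and 29 of them. It is deleted in MUT, so its 81 interactions there rest on the signal left for an absent gene, between 2.20 and 2.62. In REF, 133 of the 134 interactions changed sign over time, and in MUT 136 of 338 did. In MUT, 236 of the 338 strengths were 0 at 5 min and 260 were 0 at 120 min, while none was 0 at 0 min. In REF the number of strengths at 0 was highest at 5 min, with 45 of 134. The lists hold unlike sets of pairs, so these shares do not compare the strains. Over the 134 pairs in both lists, MUT had 44 negative and 36 positive strengths at 5 min, against 49 and 40 in REF. At 120 min MUT had 38 and 38 there, against 58 and 64 in REF. The counts carry no error, since each list gives 1 strength per interaction and time.

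**Figure D2:**
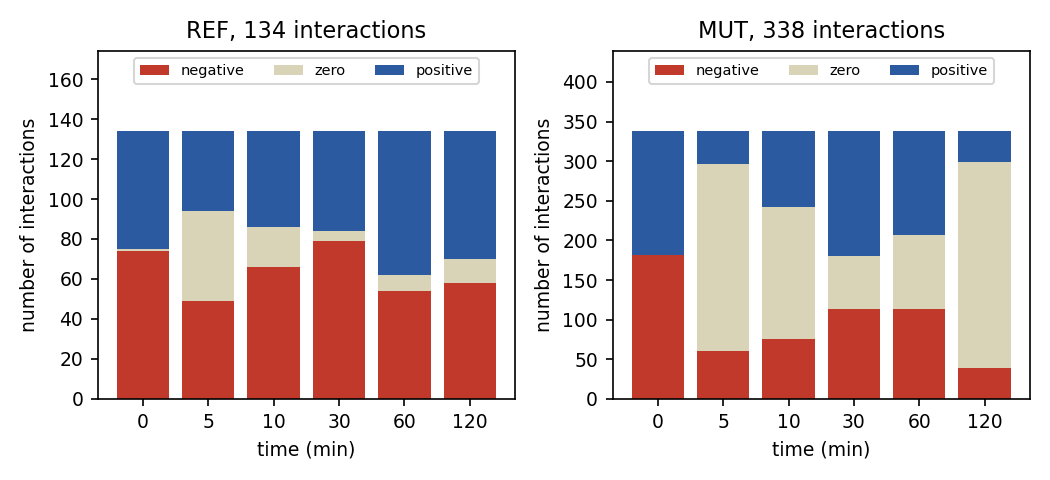
Number of interactions (vertical axis) with a negative, zero or positive strength at each time in min (horizontal axis) in the paper's lists for REF (left) and MUT (right), stacked to the total of each list. In MUT the zero strengths make up 236 of 338 at 5 min and 260 at 120 min, and in REF 45 of 134 at 5 min and 12 at 120 min. The lists hold unlike sets of pairs, so these shares are no comparison of the strains. Over the 134 pairs in both lists, MUT has 44 negative and 36 positive strengths at 5 min, and REF 49 and 40. At 120 min MUT has 38 and 38 there, and REF 58 and 64.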

All the genes identified to be significantly changed Cipollina et al. [2008] were combined into one network. The color of the edges in the network indicates the interaction strength, which was classified as strong repressing (red), low repressing (pink), no effect (yellow), low inducing (light blue) and strong inducing (dark blue). The time stamps (in minutes) are indicated below each network.

Figure 22 (a)-(t) shows the temporal evolution for the top 20 most dynamic interactions using the damping model for joint analysis of the REF and MUT strains. 

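All 134 pairs of genes in the paper's REF list are also in its MUT list, and 129 pairs are in all 3 lists. Over these 134 pairs, REF and MUT had the same strength in 64 pairs at 0 min, in 46 at 5 min, in 38 at 10 min, in 55 at 30 min, in 45 at 60 min and in 41 at 120 min. They had strengths of opposite sign in 68 pairs at 0 min, 29 at 5 min, 48 at 10 min, 63 at 30 min, 53 at 60 min and 32 at 120 min. At 0 min the pairs held 74 negative and 59 positive strengths in REF and 79 and 55 in MUT. At 5 min they held 49 and 40 in REF and 44 and 36 in MUT. A pair with a strength of 0 cannot have opposite signs, and how many pairs would match by chance was not computed. The counts are therefore no measure of how alike the strains were. The paper ranks interactions by a change score whose formula the text used here does not show, so the sum of the squared steps between times was taken in its place. In the JOINT list this sum was highest for SFP1 with TKL1, which encodes transketolase of the pentose phosphate pathway, at 48. TKL1 also made the next highest sums, 42 with TOS8 and 41 with YAP1, a transcription factor of the oxidative stress response. ARG1, which encodes argininosuccinate synthase, had a sum of 34 with RPN4 in the REF list, the highest there. Of the 20 pairs in Figure 22, 1 is in the JOINT list, with other strengths, so these sums rank other pairs than the figure does.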

Figure 23 (a) shows the statistics corresponding to the inferred interaction dynamics for Experiment 2. Figure 23 (b) shows the variation of damping coefficients due to gene knockout in the perturbed strain.

References

- C. Cipollina, J. van den Brink, P. Daran-Lapujade, J. T. Pronk, D. Porro, and J. H. de Wind. *Saccharomyces cerevisiae* sfp1: at the crossroads of central metabolism and ribosome biogenesis. *Microbiology*, 154, 2008.
- Jason Ernst and Ziv B. Joseph. Stem: a tool for the analysis of short time series gene expression data. *BMC Bioinformatics*, 7(1), 2006. doi: 10.1186/1471-2105-7-191. URL <http://dx.doi.org/10.1186/1471-2105-7-191>.
- Jason Ernst, Gerard J. Nau, and Ziv Bar-Joseph. Clustering short time series gene expression data. In *ISMB (Supplement of Bioinformatics)*, pages 159–168, 2005.
- F. Farzadfard, M. L. Nielsen, J. Nielsen, and G. N. Vemuri. Metabolic and transcriptional dynamics during the transition from carbon limitation to nitrogen limitation in *saccharomyces cerevisiae*. *BMC Genomics (in review)*, X, 2010.

Roger A. Horn and Charles R. Johnson. *Matrix Analysis*. Cambridge University Press, February 1990. ISBN 0521386322.
URL <http://www.amazon.com/exec/obidos/redirect?tag=citeulike07-20&path=ASIN/0521386322>.

R.M. Neal and G.E. Hinton. A view of the EM algorithm that justifies incremental, sparse, and other variants. *Learning in graphical models*, 89: 355–368, 1998.

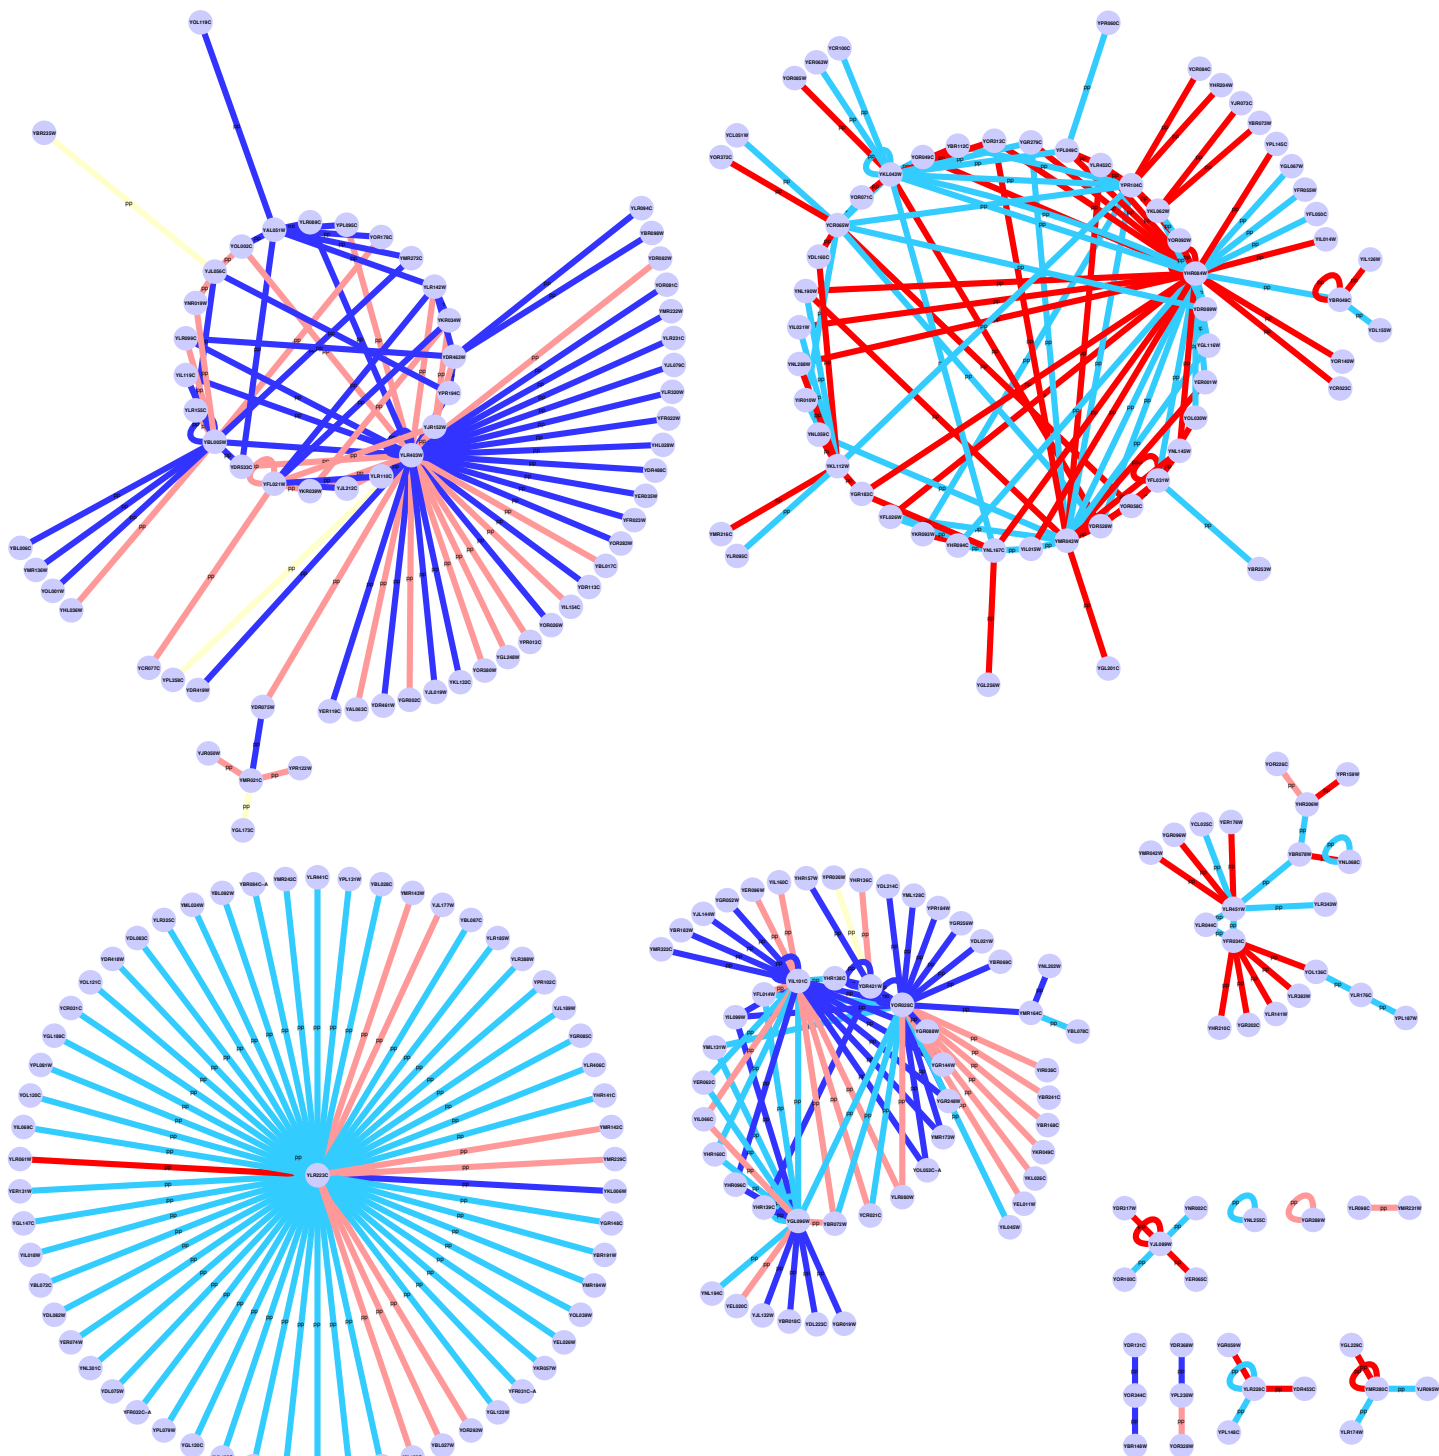

Figure 7: Experiment 1 network interactions at t=0 hr

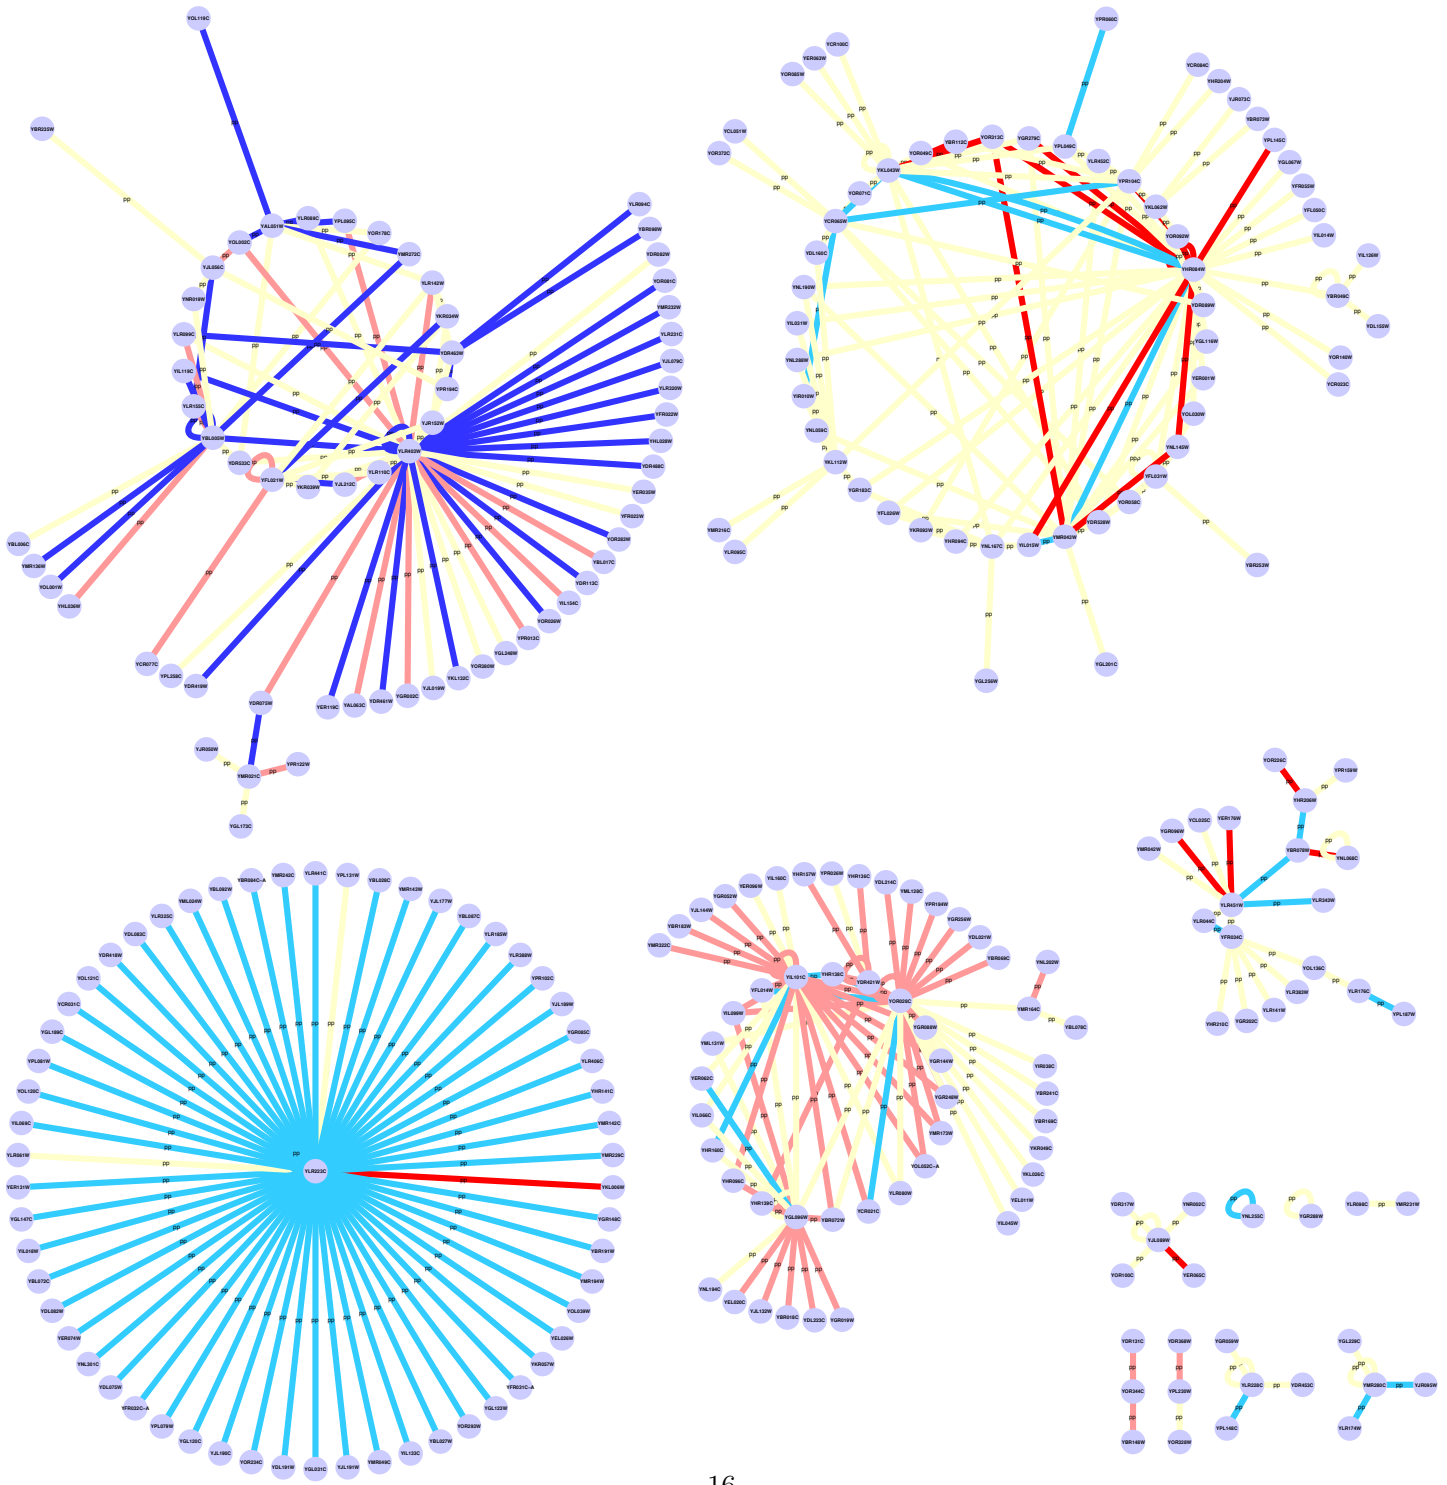

Figure 8: Experiment 1 network interactions at t=4.1 hr

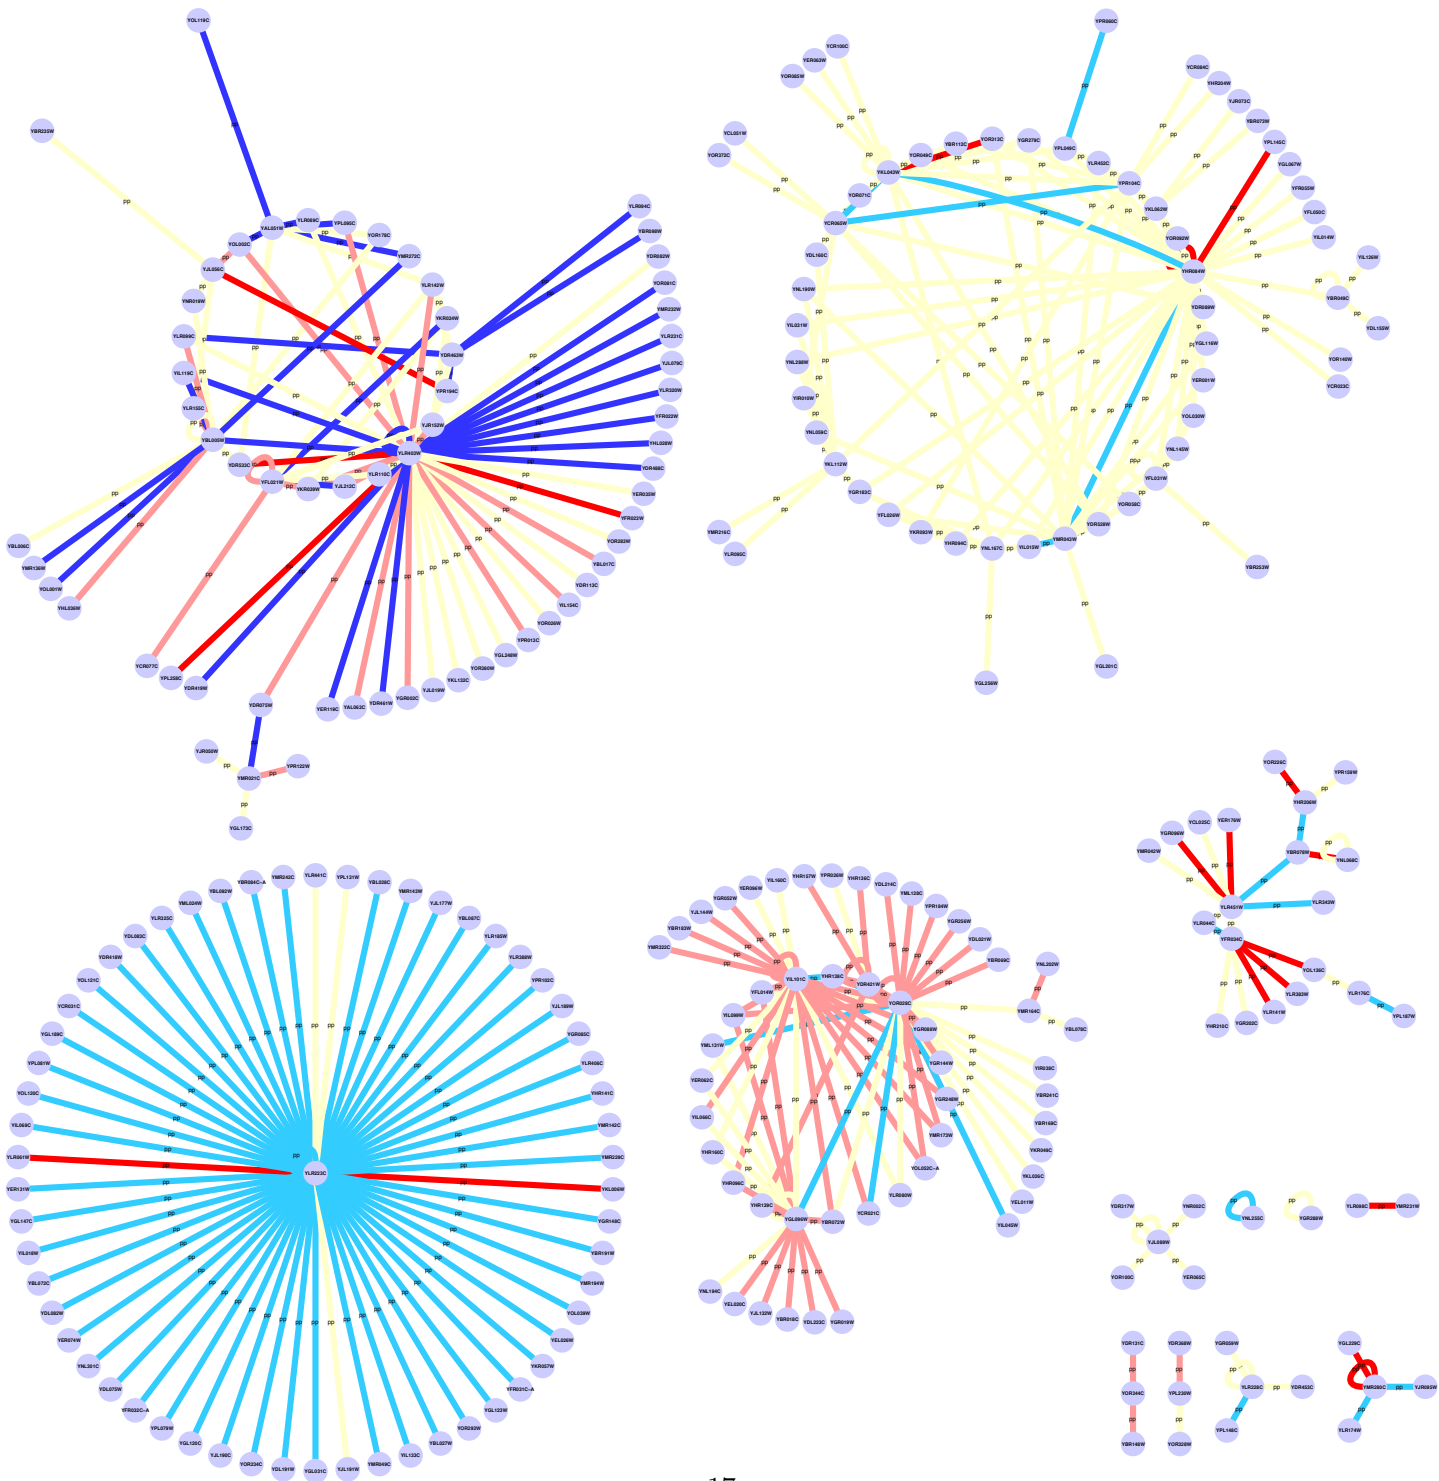

Figure 9: Experiment 1 network interactions at t=6.8 hr

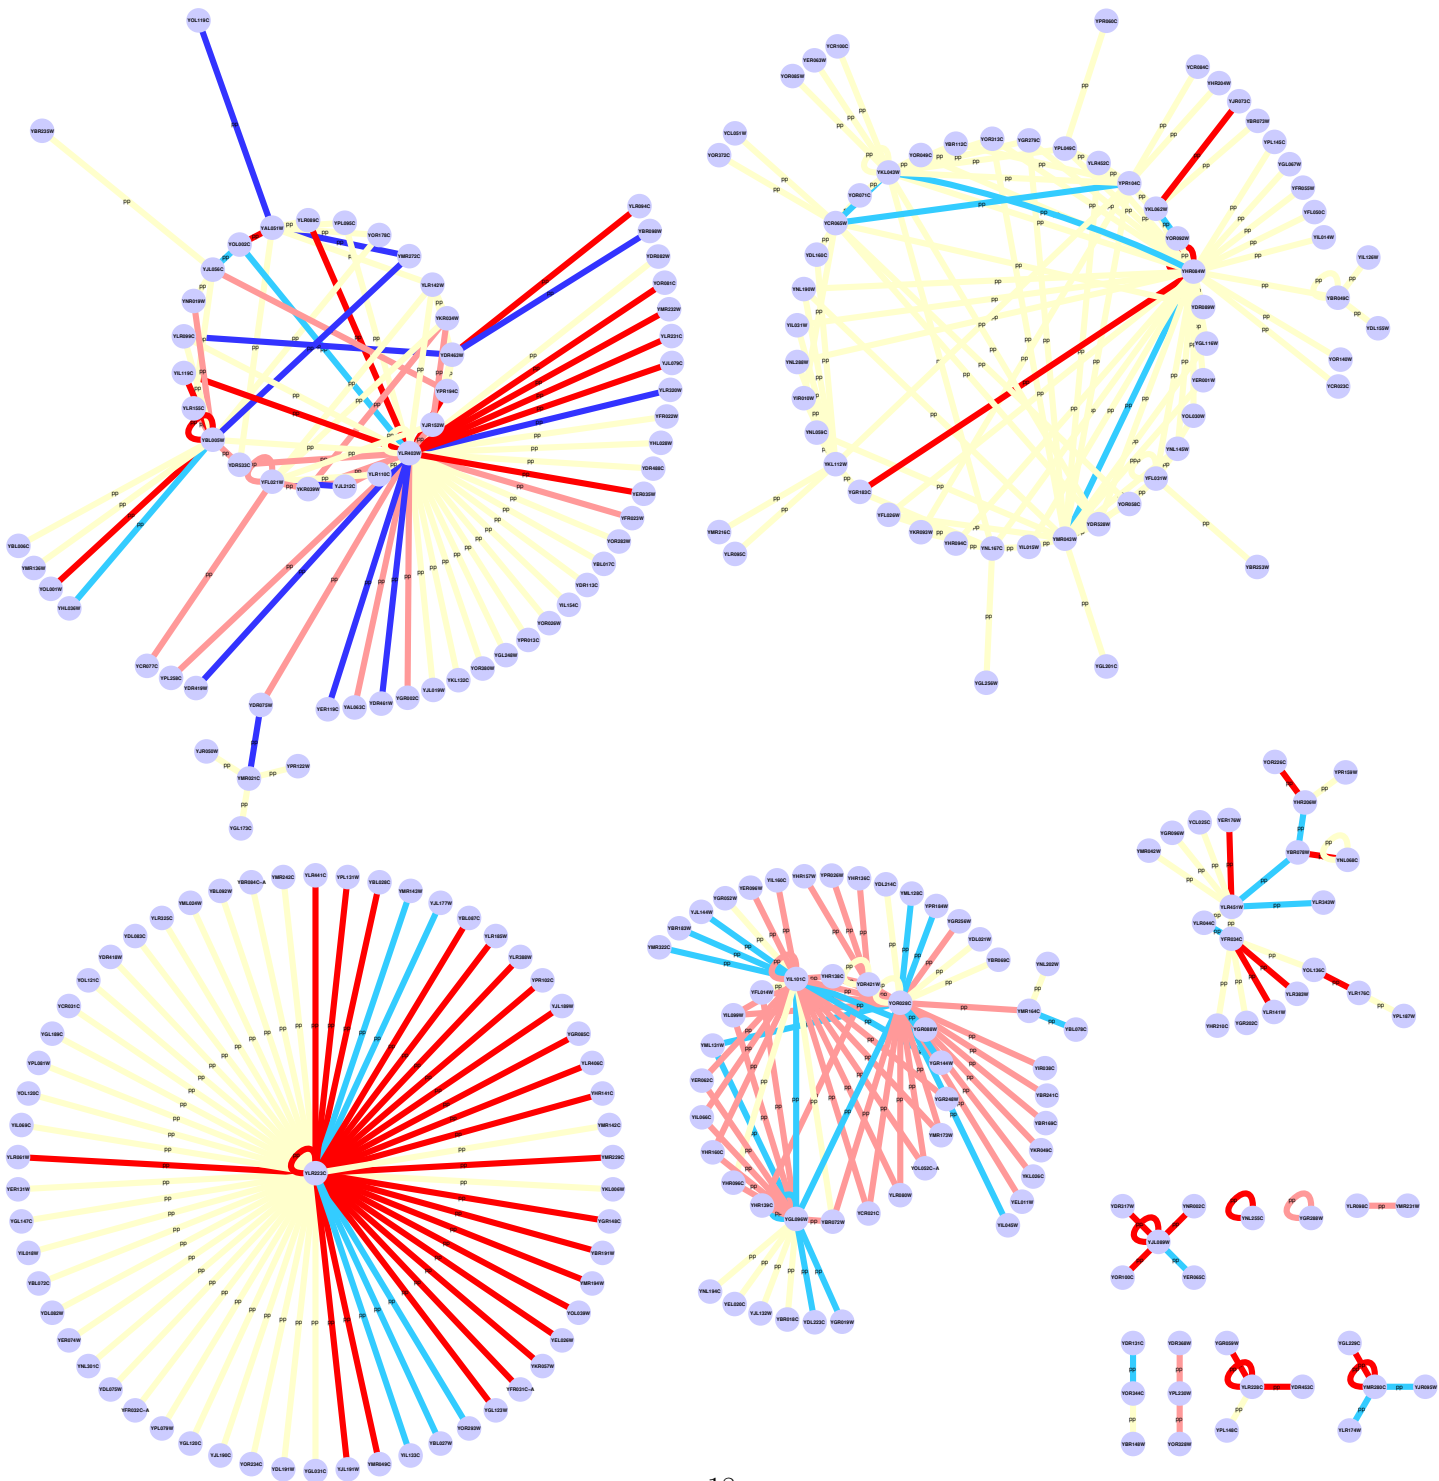

Figure 10: Experiment 1 network interactions at t=9.1 hr

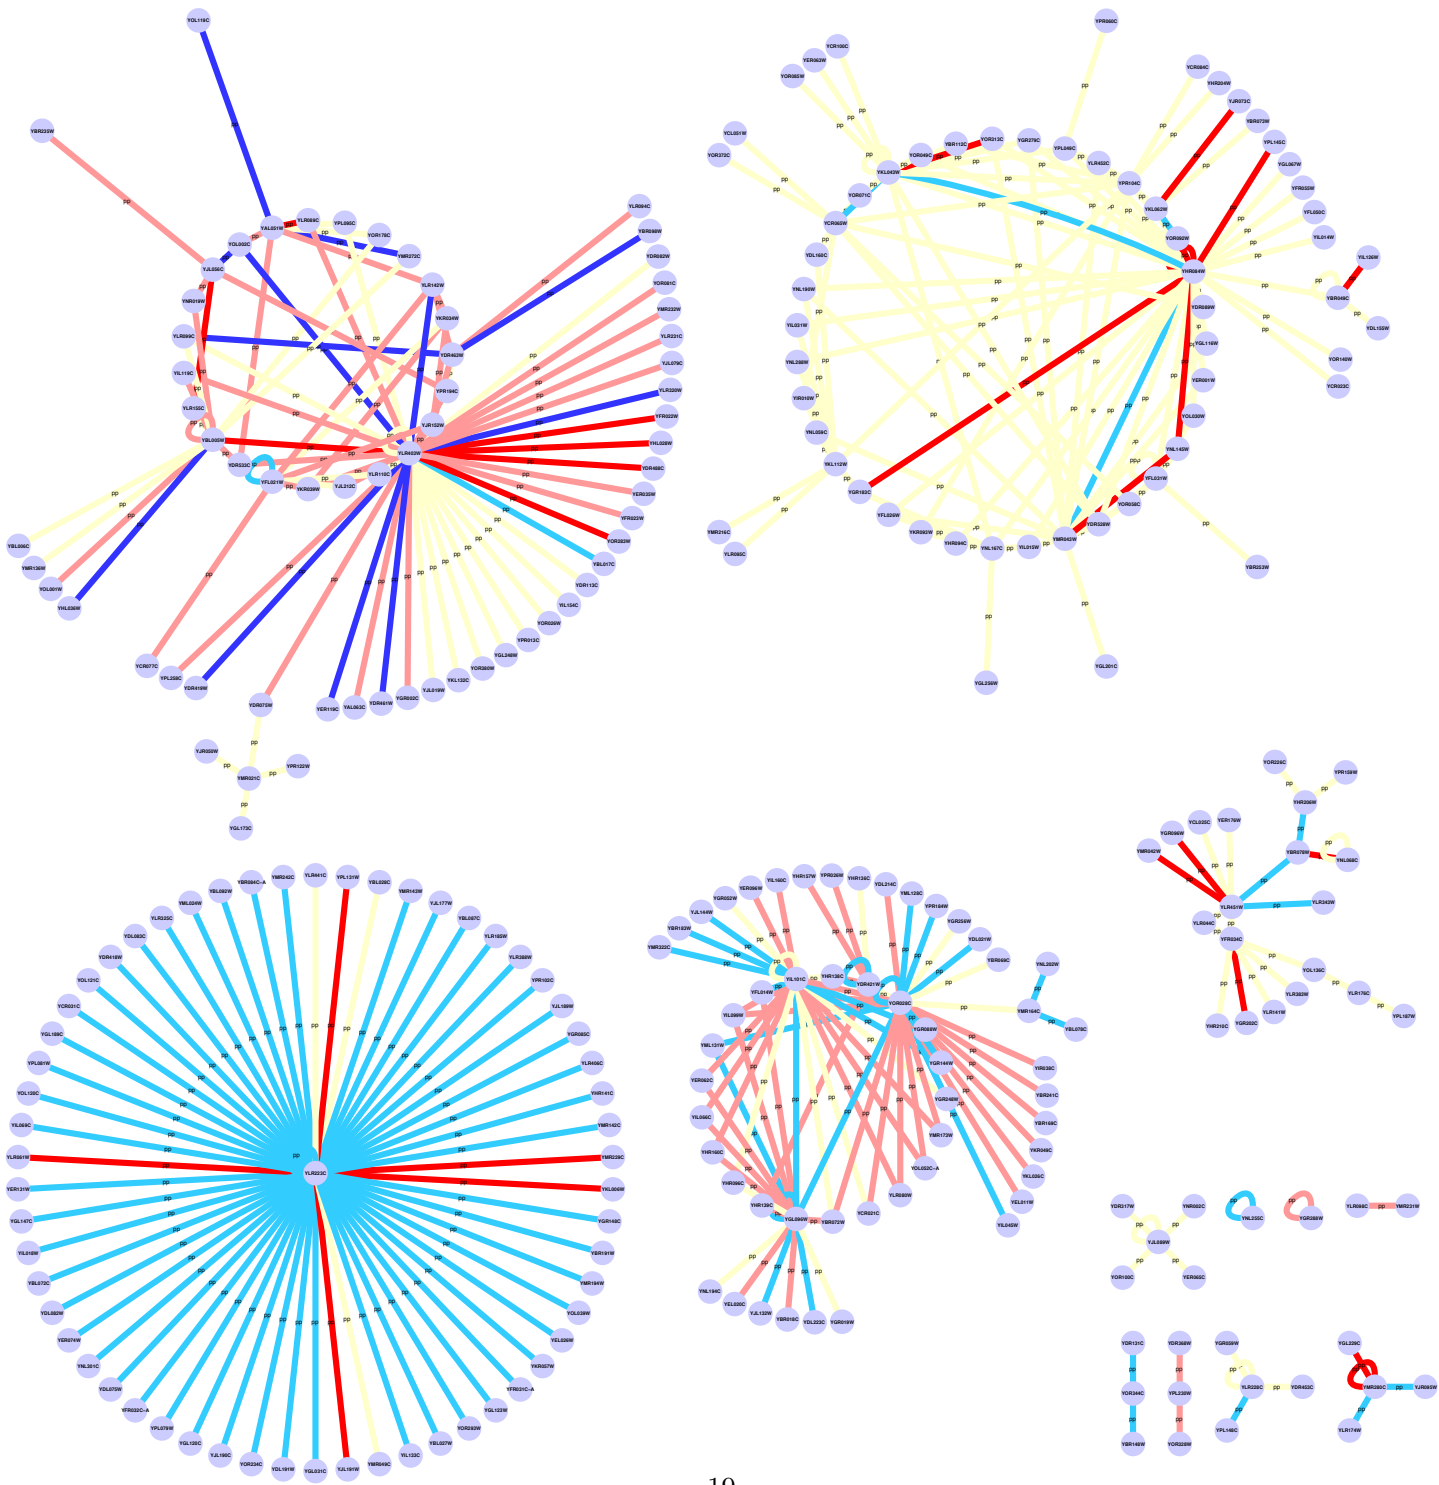

Figure 11: Experiment 1 network interactions at t=14.5 hr

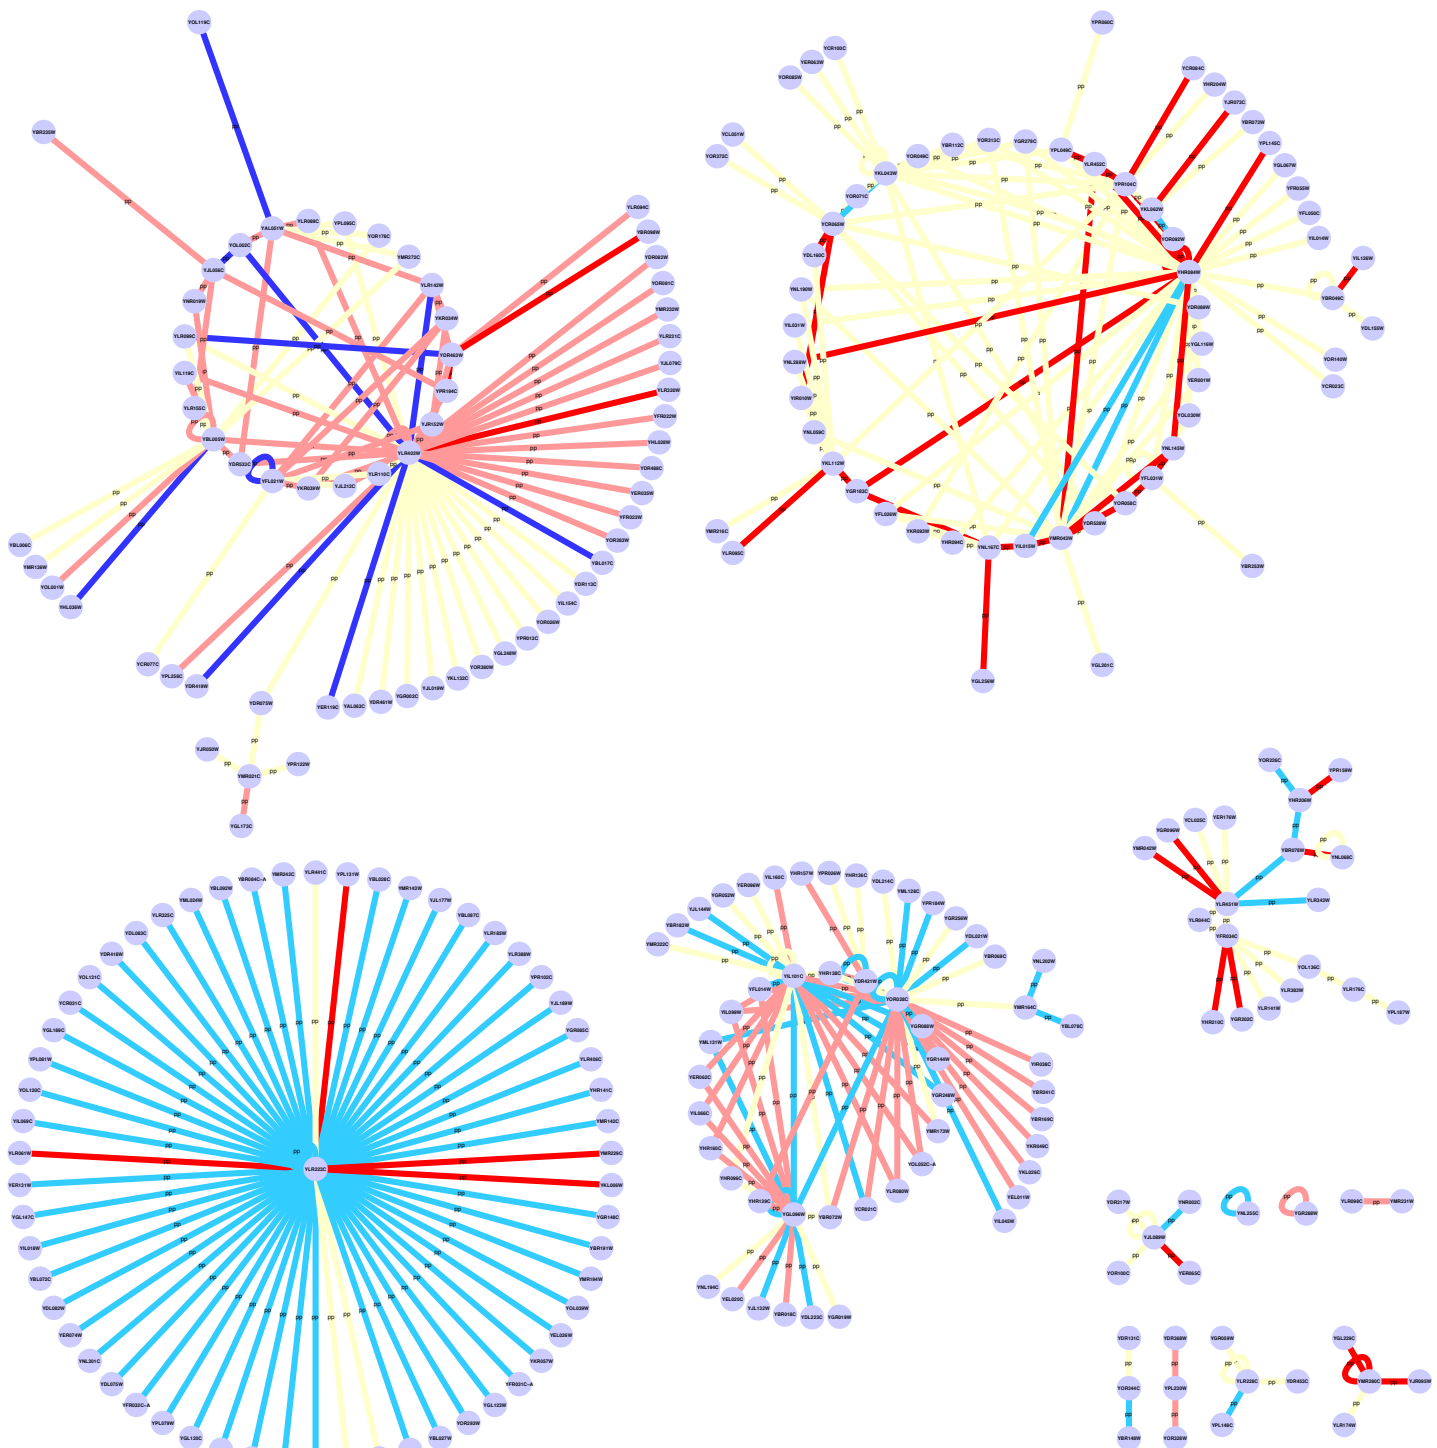

Figure 12: Experiment 1 network interactions at $t=27.3$ hr

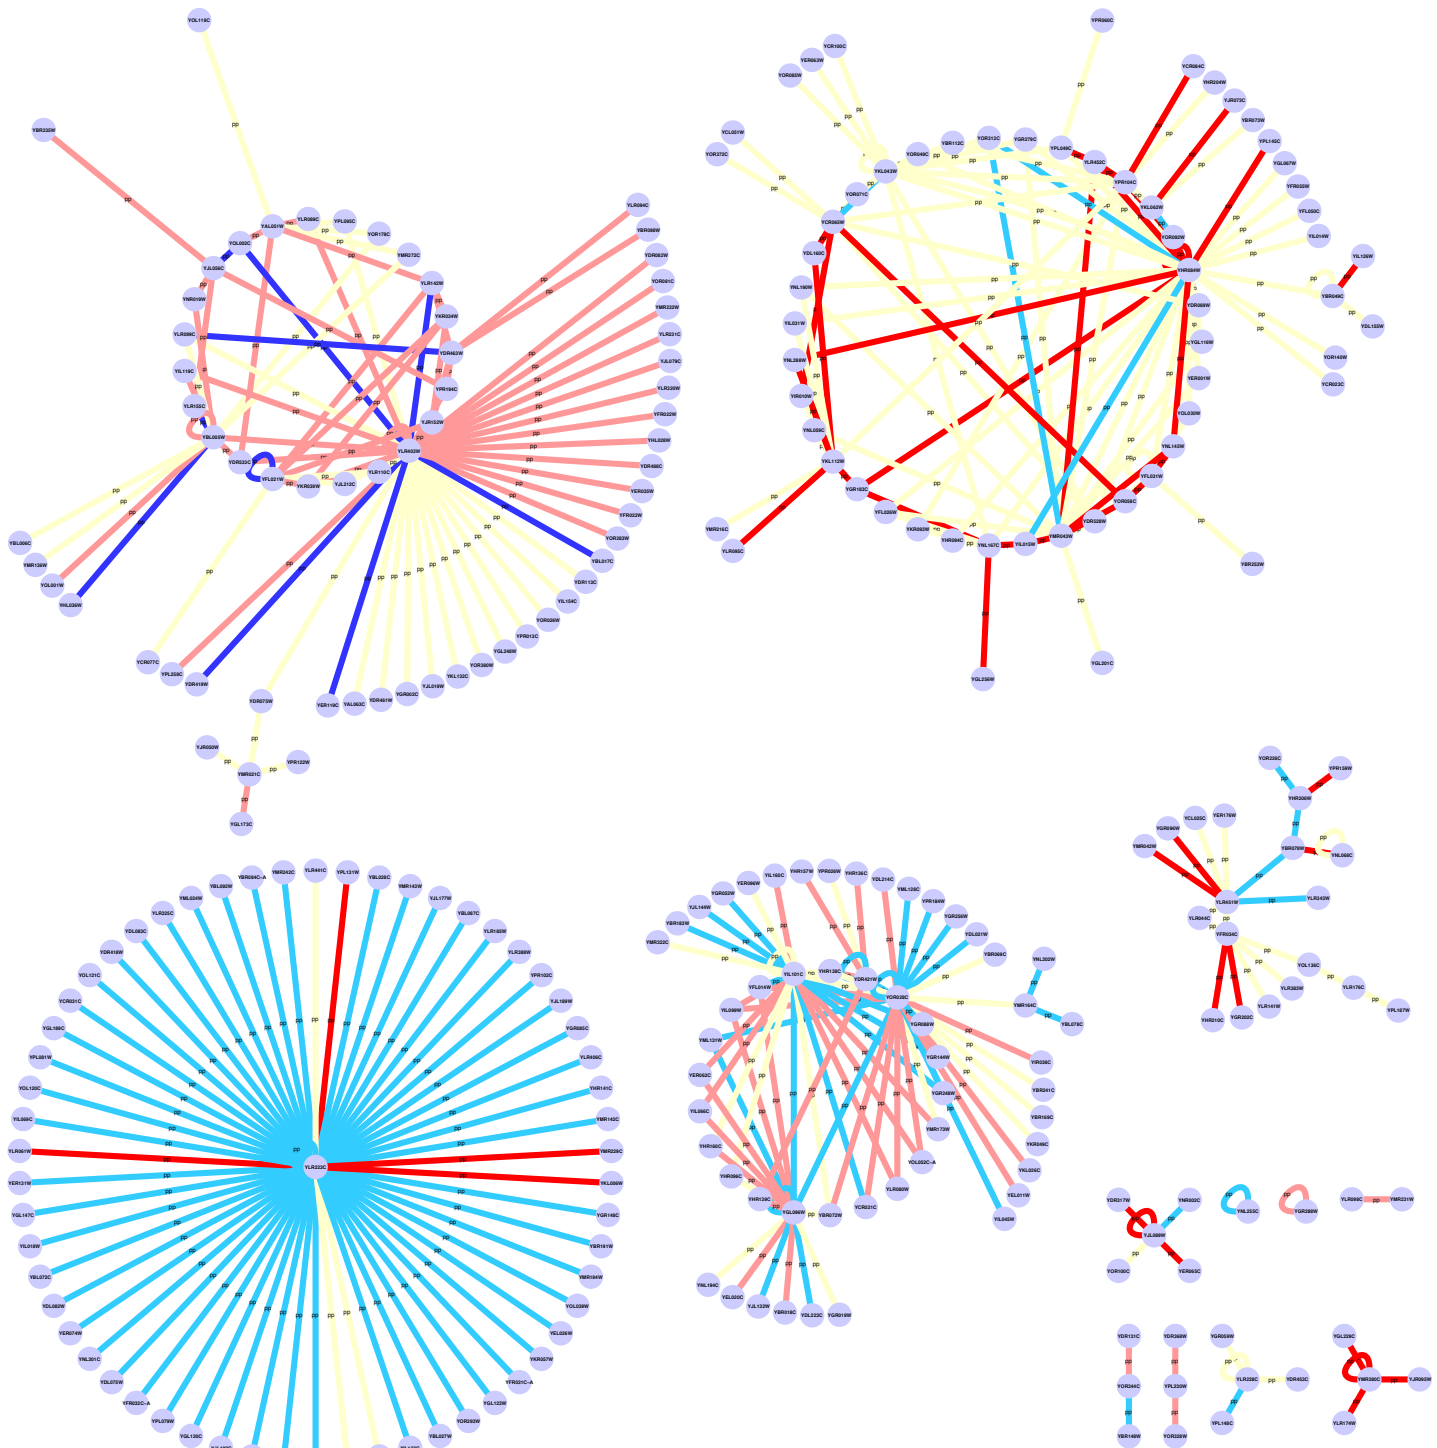

Figure 13: Experiment 1 network interactions at t=42.7 hr

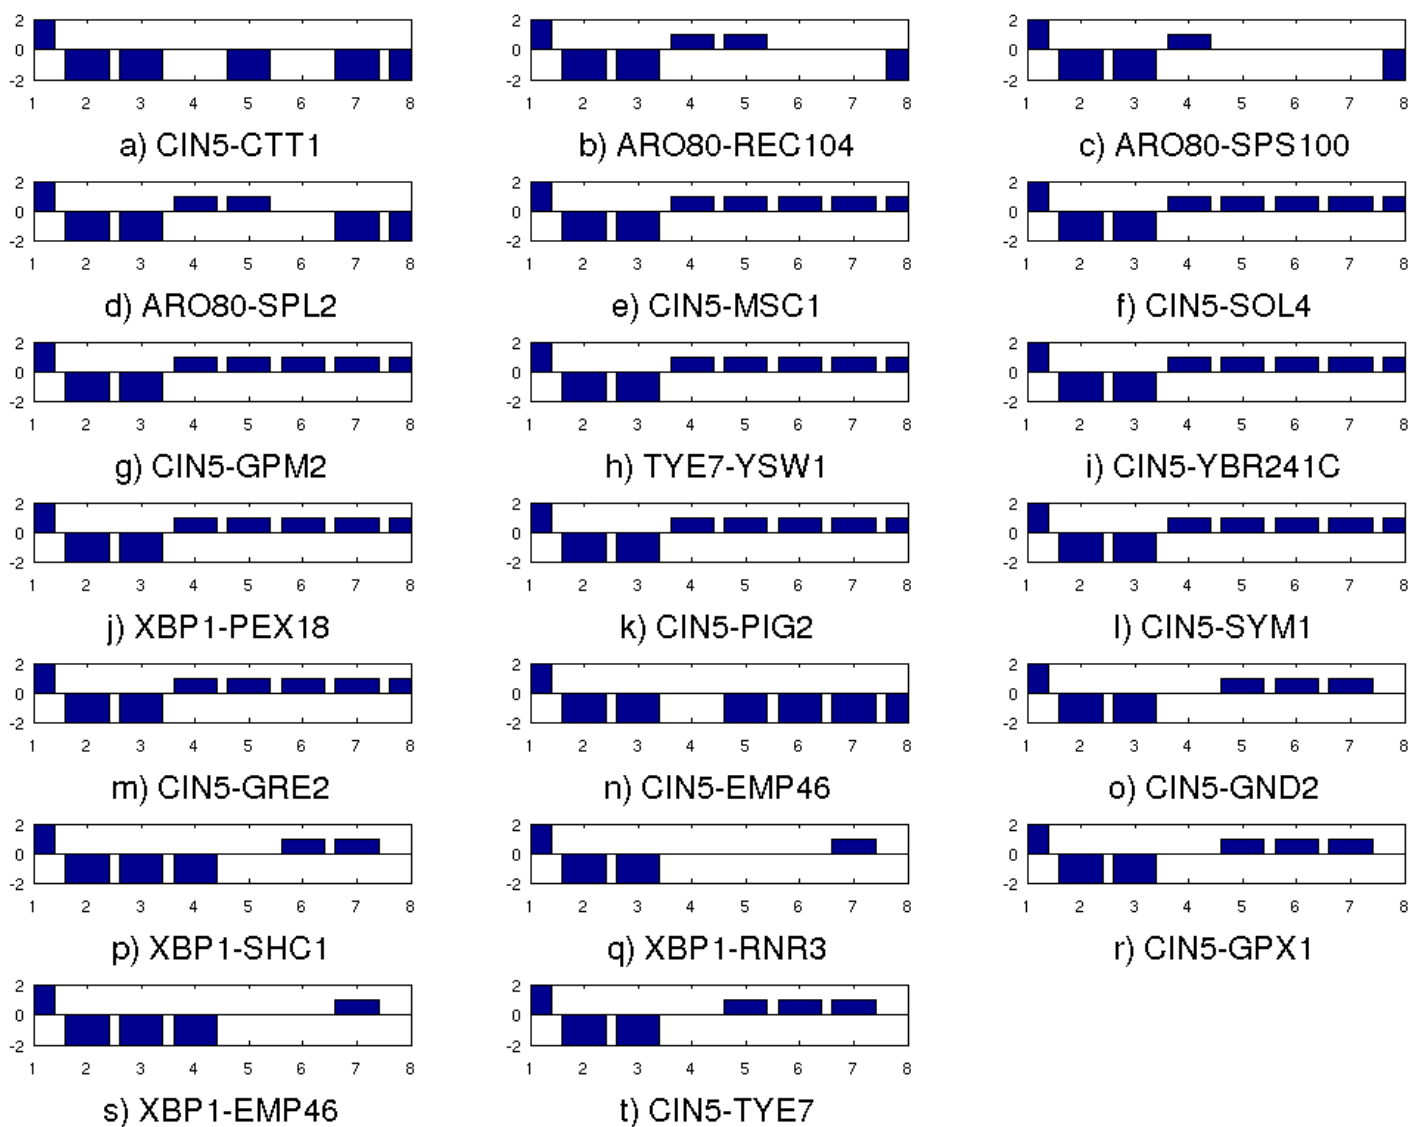

Figure 15: This figure shows the top 20 most dynamic interactions for Experiment 1 in the aerobic setting.

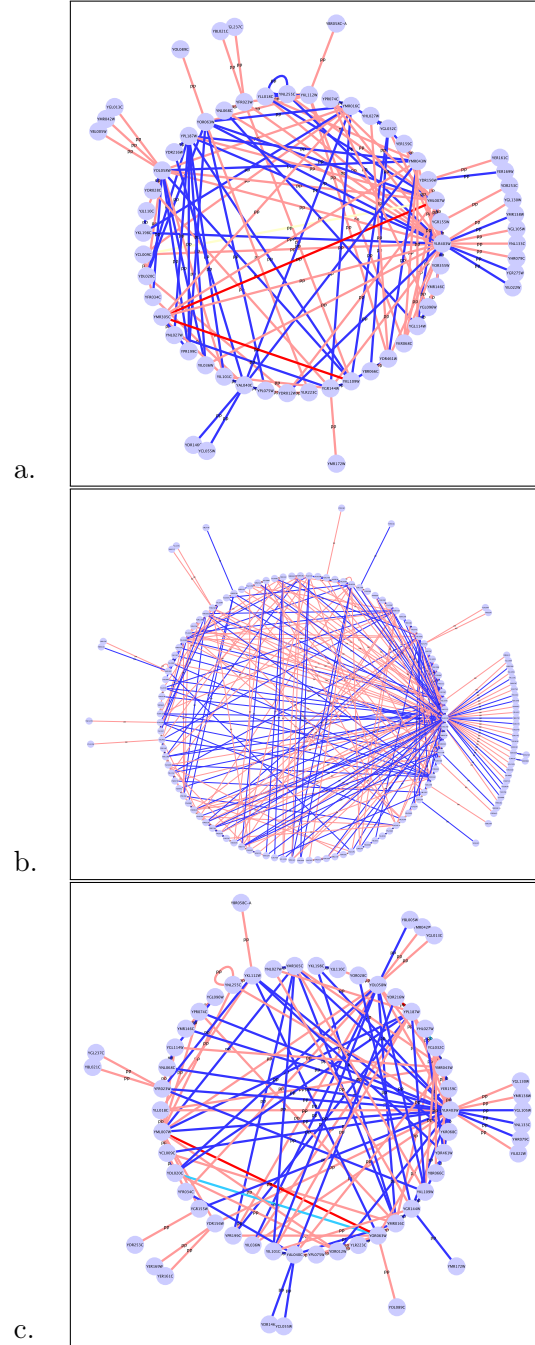

Figure 16: Experiment 2 network interactions at $t = 0$ min

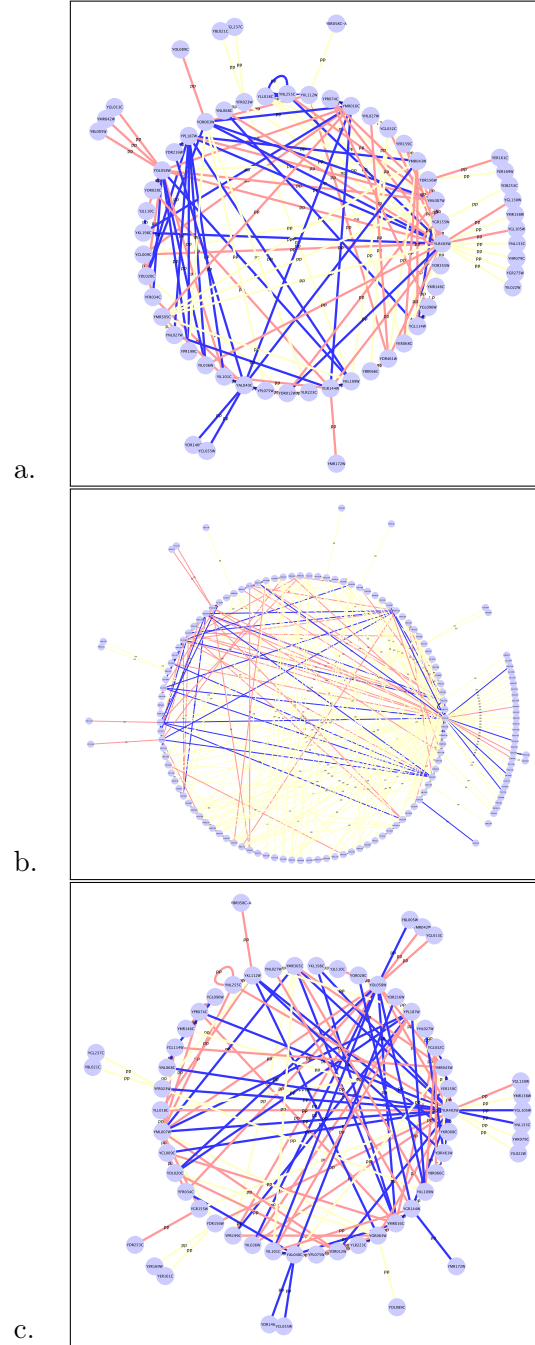

Figure 17: Experiment 2 network interactions at $t = 5$ min

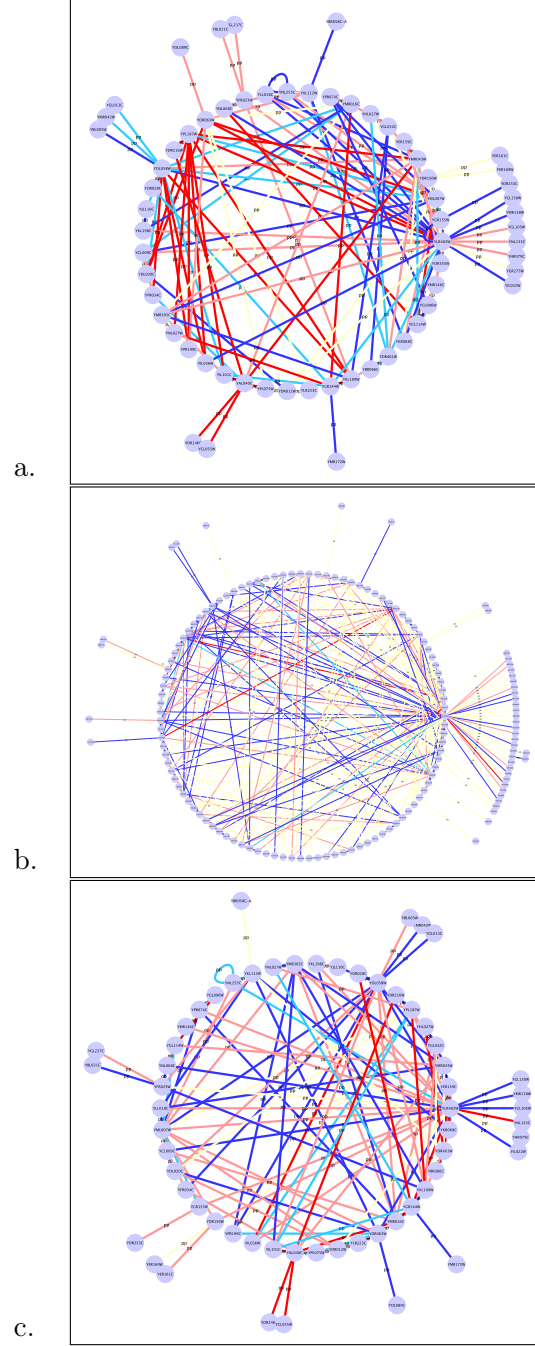

Figure 18: Experiment 2 network interactions at $t = 10$ min

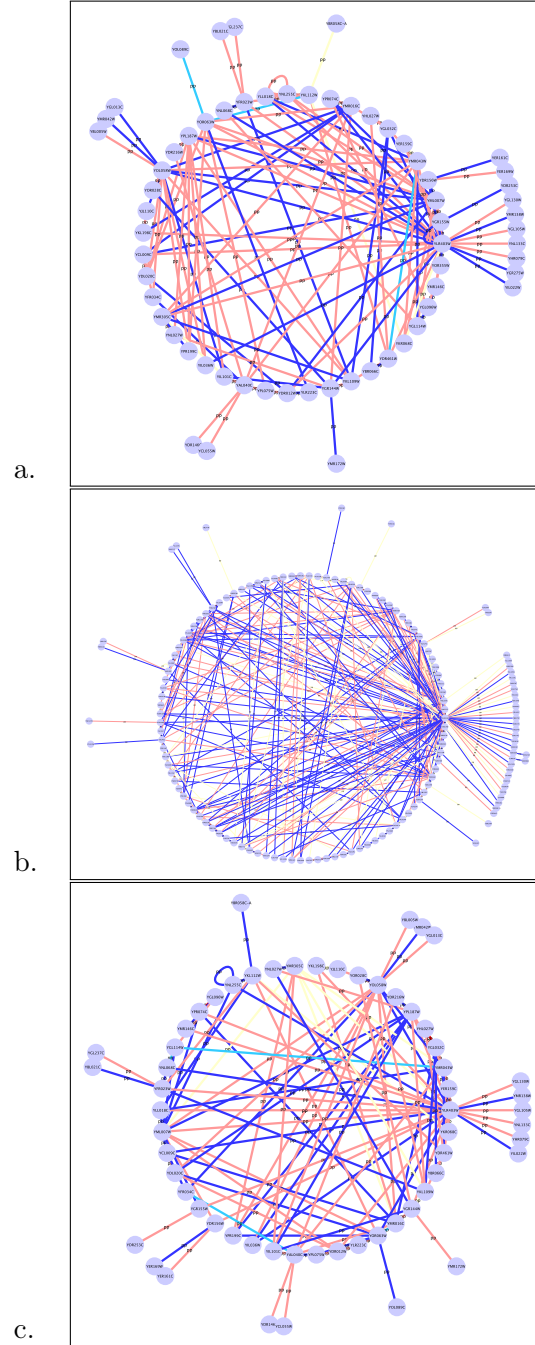

Figure 19: Experiment 2 network interactions at $t = 30$ min

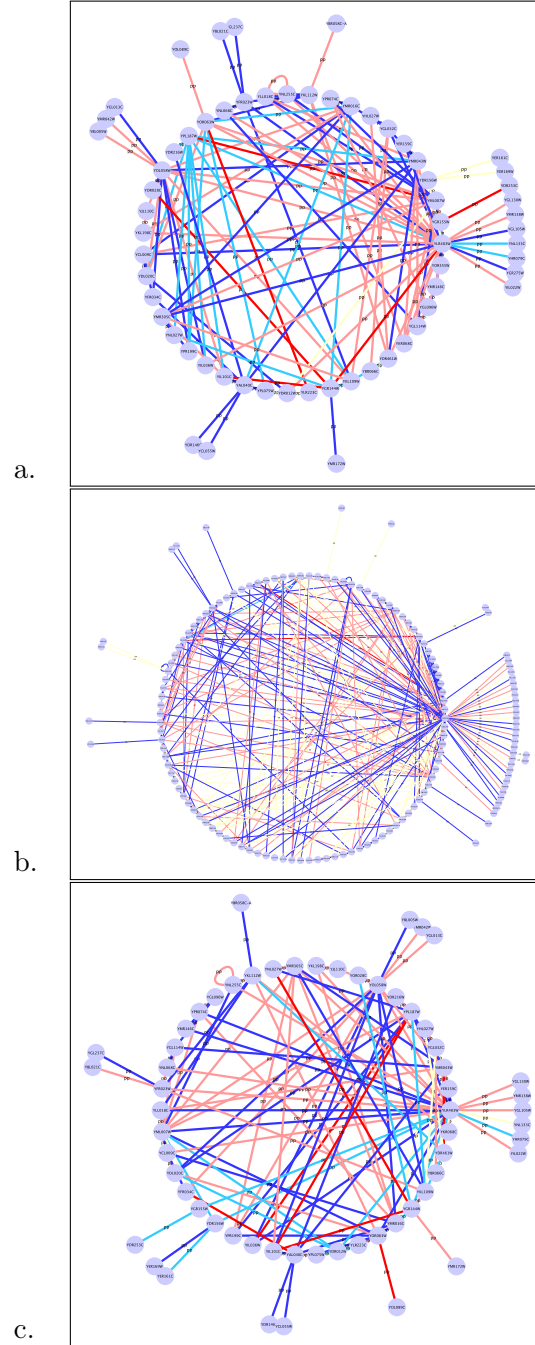

Figure 20: Experiment 2 network interactions at $t = 60$ min

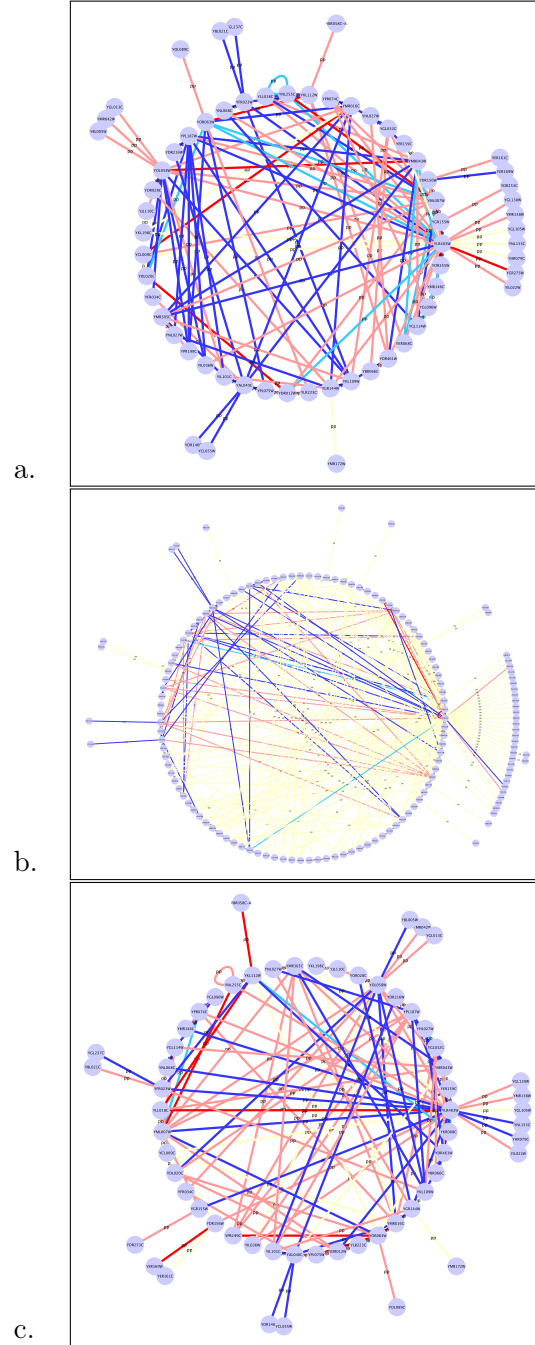

Figure 21: Experiment 2 network interactions at $t = 120$ min

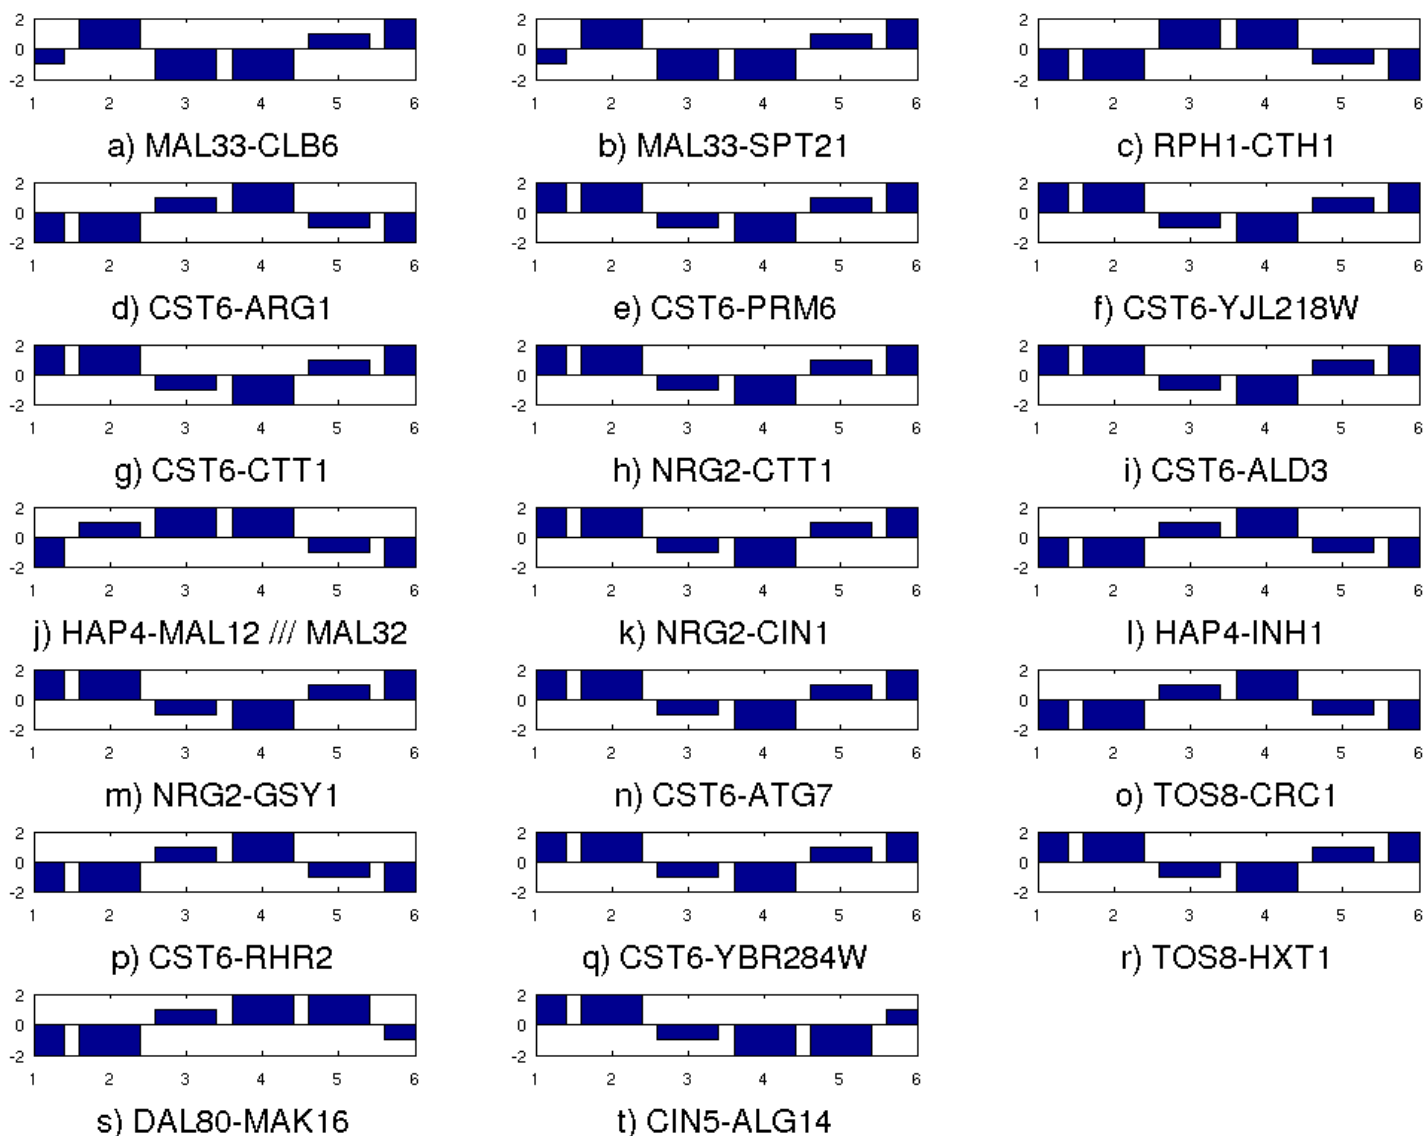

Figure 22: This figure shows the top 20 most time-varying edges for Experiment 2 using the damping model for joint analysis of the REF and MUT strains.

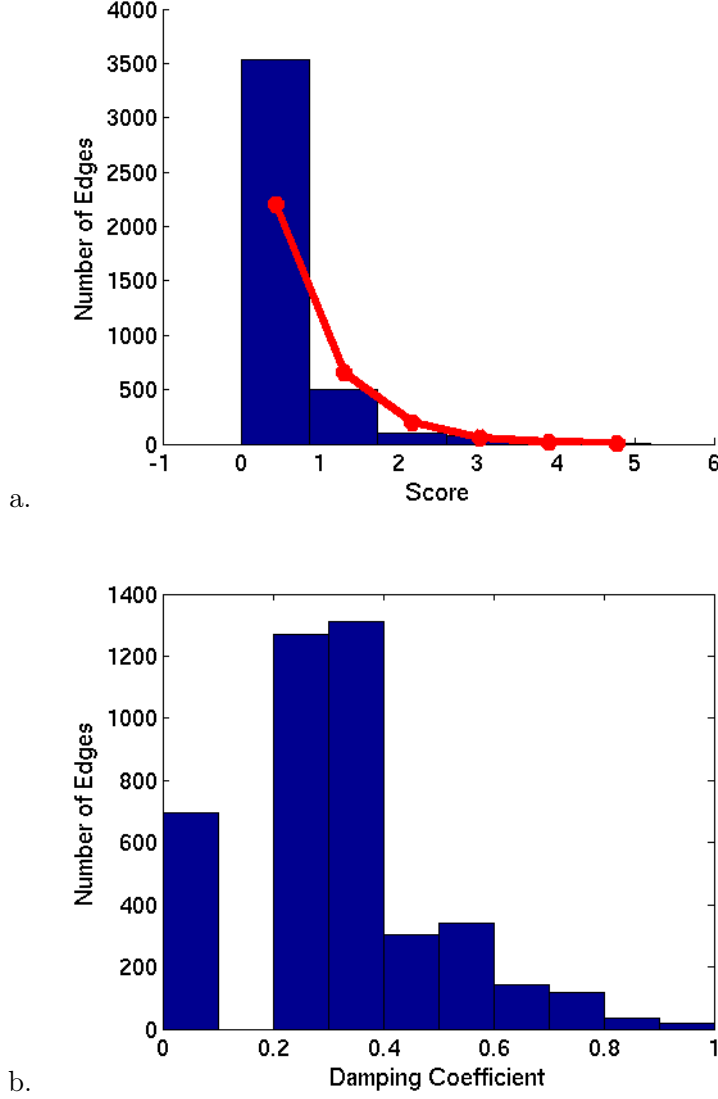

Figure 23: This figure presents histograms characterizing the change in the interaction strengths over all edges when the inference is done over JOINT (both strain) (a). The line in red shows the exponential distribution with parameter chosen that it best fits the observed (histogram) data for the change score. We also show the histogram of the damping coefficients for the edges in the perturbed strain in Experiment 2 (b). It is important to note that the damping coefficients are dependent on the network topology.

How the deposited data were processed for this re-analysis (not part of the article)

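The first dataset consisted of 16 Affymetrix yeast arrays of total RNA from steady-state chemostat samples, with biotin-labelled cRNA. The labels give a reference and a mutant strain, glucose or ethanol as the carbon source, and carbon or nitrogen limitation, with 2 arrays in each of the 8 groups. They name no batch and no time point, and they do not name the mutated gene. The paper describes the same dataset as a time course, so none of its conclusions on the time course was set beside these arrays. The title and the description of the 2 glucose-limited arrays of the reference strain give opposite replicate numbers, and the number in the title was used. The arrays of the second dataset were not analysed here.

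The values of the arrays are intensities per probe set on a linear scale, with a lowest value of 1, which 5 values had. These intensities were normalized and summarized across arrays by the authors before they were deposited. GCRMA is the tool named for them, without a version, and the paper names GCRMA background correction, quantile normalization and median polish for its arrays. The median intensities of the arrays lay close together, but their distributions were not identical, and the step to the linear scale is not given in the sources used here. No column of values was left out. The values were converted to log2 without an offset. Of 5716 probe sets, 5498 carry 1 gene symbol, 218 carry none and none carries several. Current symbols replaced older ones for 12 probe sets. 47 genes have more than 1 probe set, and 106 probe sets are of the kind that can match several transcripts of a family. Genes that share sequence, such as ACC1 and HFA1 or the hexose transporter genes, can cross-hybridize. For arrays, the number of arrays and the signal over background limit the precision, and no counting depth applies.

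One linear model with the 8 group means was fitted to all 16 arrays with limma 3.58.1 in R 4.3.3, which leaves 8 residual degrees of freedom, and the spread of each probe set was moderated with eBayes (2.01 prior degrees of freedom). From this fit 10 comparisons were taken, each tested over all 5716 probe sets with Benjamini-Hochberg adjustment and a threshold of 0.05. In the reference strain, nitrogen limitation was compared with carbon limitation on glucose and on ethanol, and ethanol was compared with glucose under carbon limitation and under nitrogen limitation. The mutant strain was compared with the reference strain in each of the 4 conditions. An interaction contrast tested whether the difference between nitrogen and carbon limitation differed between ethanol and glucose in the reference strain, and another whether that difference on glucose differed between the strains. All 10 comparisons, the lists and the alternatives were fixed before the data were examined, apart from 1 alternative that is named where its value is given. Additional file 2 of the paper had been read by then, including some of its interactions. Nothing in the labels says that the arrays of a group are separate cultures, so the p-values may reflect technical spread alone.

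The lists of genes covered nitrogen catabolite repression, gluconeogenesis and the glyoxylate cycle, the TCA cycle, the respiratory chain, glycolysis and fermentation, hexose transport, storage carbohydrates, ribosome biogenesis, amino acid biosynthesis, sulfate assimilation and methionine, the general stress response, synthesis of fatty acids, phospholipids and sterols, beta-oxidation and the peroxisome, the cell cycle, mating type specific genes, auxotrophic markers, the genes of Figure 15 of Additional file 1 with SFP1, and cytosolic ribosomal proteins. Members were matched by systematic name, and 9 written members had no probe set. The 18 lists were tested in each comparison with camera, at a preset correlation of 0.01 between genes and again with an estimated correlation, with Benjamini-Hochberg adjustment over the 18 lists. Genes were named by a rule. For the first 3 comparisons the 10 genes with the largest rise and the 10 with the largest fall past the threshold were taken, among those whose 2 groups of arrays do not overlap, and for the other comparisons 5 and 5. From each list the 3 members with the largest change past the threshold were added, and all genes of the list from Figure 15.

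The method was tested on simulated data. For nitrogen against carbon limitation on glucose in the reference strain only, the difference between both groups was removed and changes were added to 200 probe sets. The other groups kept their means, and noise was drawn independently for each probe set and array. Of 50 probe sets each, 34% were recovered at a log2 change of 0.25, 80% at 0.5, 90% at 1 and 100% at 2, with 8 calls among 5516 unchanged probe sets. A list raised by 0.5 was called, and no other list was. The simulated noise lacked the correlation of replicate differences seen within the reference strain, so these calls give no error rate for the arrays.

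The alternatives were quantile normalization of the 16 arrays, centring of each array on its median, only probe sets brighter than the median probe set, only probe sets with exactly 1 gene name, only the arrays of the groups compared, an added threshold of 1 on the absolute log2 difference, the replicate number as a block, eBayes with trend and robust estimation, camera with an estimated correlation, and leaving out each array in turn. With 2 arrays per group, a search for outlying arrays within groups and regroupings of the arrays were not made.

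The expression values, interaction strengths and edge colours of Additional file 2 of the paper were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The paper's change score was replaced by the sum of squared steps in strength between successive times, because its formula is not shown in the text used here. Strengths were read from the colours with the key of Experiment 2, in which each strength has 1 colour. The strengths in Figures 15 and 22 of Additional file 1 were read by eye. The sign of the strengths was tested as the mean, over interactions and time points, of the strength times the product of the 2 genes' deviations from their own means over time. Its exact two-sided p came from all 40320 orders of 8 time points, or 720 orders of 6, applied to all genes at once. The relation between each strength and its own pair was tested by exchanging strengths between interactions in 10000 permutations. The change from time point 1 to time point 8 was correlated across genes with the difference between nitrogen and glucose limitation in the arrays, with 100000 permutations over genes.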

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

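Of the tests reported here, array scaling and probe mismatch for ACC1, all 3 tests for the stress response genes and the reading of strengths from edge colours were chosen only after the results they measure had been seen. The paper does not report on the arrays as steady-state comparisons, so a count of probe sets past the threshold is given for each of 8 comparisons. In data simulated with independent noise and changes added to 200 probe sets, 8 of the 5516 unchanged probe sets passed the threshold. Only nitrogen against glucose limitation on glucose in the reference strain was simulated, so this is no error rate for the counts below. The split into higher and lower depends on the scaling of the arrays, and in 6 of the 10 comparisons the larger side turned under quantile normalization, median centring or both.

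In the reference strain, 2494 probe sets differed between nitrogen and glucose limitation on glucose (1224 higher and 1270 lower under nitrogen limitation, and 1264 and 1204 after quantile normalization). On ethanol, 469 differed between nitrogen and ethanol limitation (264 higher and 205 lower, 205 and 228 after quantile normalization, and 214 and 216 after median centring). This count was 240 without ethanol-limited replicate 1, 248 without ethanol-limited replicate 2, 248 without nitrogen-limited replicate 1 and 282 without nitrogen-limited replicate 2. Between ethanol and glucose, 1388 probe sets differed under carbon limitation (647 higher and 741 lower on ethanol), and 897 without ethanol-limited replicate 1. Under nitrogen limitation 1921 differed (1014 higher and 907 lower on ethanol, and 828 and 1096 after quantile normalization).

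Between the mutant and the reference strain, 1041 probe sets differed under glucose limitation (538 higher and 503 lower in the mutant). The count was 504 without reference replicate 2, 528 without mutant replicate 1 and 512 without mutant replicate 2. Under nitrogen limitation on glucose 1206 differed (571 higher and 635 lower, 748 and 536 after quantile normalization, and 708 and 563 after median centring), and 776 without mutant replicate 1 and 605 without mutant replicate 2. Under ethanol limitation 1417 differed (699 higher and 718 lower), and 624 without reference replicate 1 and 576 without mutant replicate 2. Under nitrogen limitation on ethanol 902 differed (323 higher and 579 lower, 540 and 403 after quantile normalization, and 529 and 412 after median centring), and 410 without reference replicate 1, 459 without mutant replicate 1 and 365 without mutant replicate 2. The splits of these 4 comparisons also moved with the size of the differences and the probe sets or arrays used. With the added threshold of 1 on the log2 difference they were 26 higher and 12 lower, 11 and 54, 46 and 8, and 3 and 34. Among the brighter probe sets they were 293 and 330, 293 and 450, 292 and 489, and 226 and 374, and with only the arrays of the groups compared 153 and 86, 153 and 319, 89 and 76, and 36 and 111.

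The test of the difference between groups gave 1398 probe sets in the reference strain whose change from carbon to nitrogen limitation was not the same on ethanol and on glucose (800 higher and 598 lower on ethanol relative to glucose). On glucose, the change from carbon to nitrogen limitation differed between the strains for 1182 probe sets (582 higher and 600 lower in the mutant relative to the reference, 678 and 526 after quantile normalization, and 615 and 547 after median centring), and for 781 without the mutant's nitrogen-limited replicate 2. With the added threshold of 1 this split was 24 and 94.

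ACC1, which encodes the acetyl-CoA carboxylase of fatty acid synthesis, was lower in the mutant strain in all 4 conditions, by log2 differences from -3.24 to -3.47 (standard error 0.0379, n = 2 arrays per group). The scaling of the arrays is argued against, since the difference nearest to 0 after quantile normalization or median centring was -3.19. Loss of the surrounding segment is argued against too, since the median of the 4 neighbouring genes YNR014W, SMM1, TIM23 and RCF2 ranged from -0.18 to 0.25 over the 4 conditions. A sequence of ACC1 in the mutant that the probes do not match cannot be told apart from a lower transcript level: a fixed loss of signal would give nearly equal differences, and they varied by 0.23. The difference between the strains that the labels name is a candidate explanation and stays untested, since the labels do not say which gene was mutated.

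The general stress response genes went in opposite directions in the mutant strain: of 17 members, 7 were higher and 1 lower than in the reference under glucose limitation (median 0.13; 2 and 1 with only the arrays of the groups compared, adjusted p = 0.00106), and 15 were lower and none higher under nitrogen limitation on glucose (median -0.60). The scaling of the arrays is argued against, because after quantile normalization or median centring the median under glucose limitation was at least 0.134 and the highest median in the other conditions was -0.17. Exchanged strain labels in the glucose-limited arrays are argued against by ACC1, whose difference there was -3.24, in the direction of the other conditions. A deviating array is argued against by the medians of the list without each of the 8 arrays on glucose in turn. These lay between 0.098 and 0.151 under glucose limitation and between -0.617 and -0.542 under nitrogen limitation. The adjusted p-values of the list in the test between strains were then at most 4.66e-14. The fall under nitrogen limitation alone can make these low, so they do not test the rise under glucose limitation. An effect of the mutation that depends on the limiting nutrient may be the cause, as a hypothesis found and tested on the same arrays.

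In the paper's files for Experiment 1, the mean of strength times the product of the 2 genes' deviations was -0.6263, below the mean of -0.4179 over all orders of the time points (exact two-sided p = 7.44e-05). For this list and this measure, that argues against a reading in which a positive strength marks genes that deviate in the same direction. By the same test, and not a further one, it goes with strengths that mark deviations in opposite directions. The paper inferred the strengths from the expression of these genes. The relation thus concerns how the list writes the sign and is no independent evidence on the genes. The paper's observation model carries a minus sign before the strength, so there a positive strength favours opposite deviations. Its main text reads a positive strength as positive correlation. The paper subtracts a mean expression level of the strain, whereas deviations here were taken from each gene's own mean. The mean also lay below that over all orders with deviations from the mean over genes and times (-0.7835 against -0.335, exact p = 0.00618). It lay below as well, but not past a p of 0.05, with strengths read from the edge colours (-0.5881 against -0.4052, exact p = 0.238) and with signs alone (-0.08622 against -0.06333, exact p = 0.33). It lay above for the 16 interactions of a gene with itself (-0.5121 against -0.7376, exact p = 0.306). In REF (0.0295 against 0.00227, exact p = 0.156) and in MUT (0.00823 against 0.00124, exact p = 0.236) it lay above too. In JOINT it lay below (-0.03478 against -0.007321, exact p = 0.0472). With deviations from the mean over genes and times, it lay below in MUT (-0.117 against -0.03846, exact p = 0.376). With these it lay above in REF (0.4815 against 0.1757, exact p = 0.115) and JOINT (0.1286 against 0.09587, exact p = 0.851). The list and the colours give the same strengths to 76 of the 296 pairs they share. Both can therefore not hold the strengths of these pairs from a single inference. Which source has strengths beside other gene pairs than those they were inferred from stays open. Exchanging strengths between interactions gave a permutation p of 0.0006 in the list (mean correlation -0.059). The permutation p was 0.0012 with deviations from the mean over genes and times, and 0.0306 from the mean over genes at each time. With the colours it was 0.0001 (mean correlation -0.107), and 0.0036 and 0.176 with those other deviations. With the strengths and names of Figure 15, over 19 interactions, it was 0.842, 0.0001 and 0.005 in the same order. A part of the strengths in place is enough for a low p, however. The colours carry the strengths of Figure 15 under other names in all but 1 panel. The reading written beforehand asked for a p under 0.05 in Experiment 2 too, where it was missed in REF (permutation p = 0.585) and MUT (permutation p = 0.855) and with both other kinds of deviation, it did not name the kind, and all 3 kinds had been seen before deviations from each gene's mean were taken; no biological explanation was tested.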

How the results depend on the processing

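The counts of probe sets past the threshold stayed within 1.5 times the reported count in all 10 comparisons under quantile normalization, median centring, only probe sets with exactly 1 gene name, trend and robust estimation, and both replicate blocks. They did not under the alternatives that follow, whose counts are given in the order of the comparisons: nitrogen against carbon limitation on glucose and on ethanol, ethanol against glucose under carbon and under nitrogen limitation, mutant against reference under glucose limitation, nitrogen limitation on glucose, ethanol limitation and nitrogen limitation on ethanol, and the carbon source and strain interactions. With only the arrays of the groups compared, which leaves fewer arrays for the spread, they were 1341, 16, 428, 627, 239, 472, 165, 147, 858 and 748. Among the probe sets brighter than the median, fewer were tested and 1356, 302, 831, 1107, 623, 743, 781, 600, 812 and 743 passed. With the added threshold of 1 on the log2 difference, 262, 28, 84, 175, 38, 65, 54, 37, 191 and 118 did.

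The labels do not say what a replicate number marks. With the numbers in the descriptions, the correlation of replicate differences between groups ranged from 0.354 to 0.682 within the reference strain, from 0.0227 to 0.294 within the mutant and from -0.471 to 0.236 between the strains. With the numbers in the titles it ranged from -0.682 to 0.655 within the reference strain. Same-numbered arrays of the reference strain thus deviated together under the description numbers, a hint from the data and not from the design. With the numbers in the titles as a replicate block the counts were 2464, 435, 1339, 1861, 1009, 1180, 1361, 854, 1372 and 1135, and with the numbers in the descriptions 2658, 543, 1539, 2086, 1278, 1397, 1621, 1139, 1582 and 1340.

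Leaving out 1 array in turn leaves its group with 1 array, assumed to vary like the others. The counts then ranged from 2050 to 2509, 240 to 472, 897 to 1459, 1456 to 1895, 504 to 1113, 605 to 1200, 576 to 1535, 365 to 967, 1109 to 1405 and 781 to 1176. The arrays that moved a count by over 1.5 times were, for nitrogen against carbon limitation on ethanol, ethanol-limited replicates 1 (240) and 2 (248) and nitrogen-limited replicates 1 (248) and 2 (282) of the reference strain, and for ethanol against glucose under carbon limitation ethanol-limited replicate 1 (897). For mutant against reference they were reference replicate 2 (504) and mutant replicates 1 (528) and 2 (512) under glucose limitation, mutant replicates 1 (776) and 2 (605) under nitrogen limitation on glucose, reference replicate 1 (624) and mutant replicate 2 (576) under ethanol limitation, and reference replicate 1 (410) and mutant replicates 1 (459) and 2 (365) under nitrogen limitation on ethanol. For the strain interaction it was the mutant's nitrogen-limited replicate 2 on glucose (781). The split into higher and lower depended on the scaling. It moved most between mutant and reference, under nitrogen limitation on glucose to 748 and 536 after quantile normalization, and on ethanol to 540 and 403 after quantile normalization and 529 and 412 after median centring. Between ethanol and glucose under nitrogen limitation it turned to 828 and 1096 after the former.

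Of 180 tests of a list, 85 passed, 33 with an estimated correlation and between 81 and 89 without 1 array. Over all alternatives that keep the 16 arrays or use the compared arrays, 1526 of 1620 values stayed on their side of the threshold, 79 lost the call and 15 gained one. Of 2880 values without 1 array, 2826 stayed, 38 lost the call and 16 gained one. For the 740 results of named genes, 635 of them past the threshold, 5316 of 5668 values stayed, 327 lost the call and 25 gained one, and without 1 array 11151 of 11840 stayed, 669 lost the call and 20 gained one. The sign differed from the reported one for 31 and 41 of the list medians and for 12 and 63 of the gene values, and none of these was past the threshold either way. 252 of the 740 results could not be given among the brighter probe sets.

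In Experiment 1 the mean of strength times product was -0.7835 (exact p = 0.00618) with deviations from the mean over genes and times, -0.08622 (exact p = 0.33) with signs alone, and -0.5881 (exact p = 0.238) with strengths read from edge colours, an alternative chosen after seeing the data. For the 16 interactions of a gene with itself it was -0.5121 (exact p = 0.306), above the -0.7376 over all orders and so reversed. In the JOINT network it was -0.03478 (exact p = 0.0472), and under the alternatives -0.03797 (exact p = 0.2), 0.1286 (exact p = 0.851, reversed) and -0.0168 (exact p = 0.65) for self-interactions, the other centring and signs. The cause of these changes was not tested.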

Differences from the paper's values

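The paper's text gives 171 interactions past its cutoff of p = 0.05 for Experiment 2, and the JOINT list holds 129. Whether this list is meant to hold the 171 is not given in the sources used here. No other value in the paper's text has a counterpart in the arrays.

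The paper describes the first dataset as a time course of a nutrient transition, while the labels of its 16 arrays describe steady-state samples in 8 groups without time points.

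Figure 15 of Additional file 1 shows strengths of the most dynamic interactions of Experiment 1. All 20 pairs are in the interactions list, and 0 of them carry the strengths of the figure, read by eye, at all 8 time points. Of the 17 pairs also drawn in colour, 1 (CIN5 with MSC1) carries the figure's strengths. The 20 trajectories of the figure equal, rank by rank, the 20 trajectories with the largest sums of squared steps read from the colours (20 of 20), which stand there under other names in the remaining panels. The list and the colours have 296 names in common, and 76 of these carry the same strengths at all 8 time points. 77 edges are drawn only and 7 interactions are listed only. The largest sum of squared steps, taken in place of the paper's change score, was 32 from the colours and 29 from the list, where it belongs to IFH1 with RRP5.

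Figure 22 of Additional file 1 shows the most time-varying interactions of the joint analysis. Of its 20 pairs, 1 (CST6 with ARG1) is in the JOINT list. Its strengths were about -2, -2, 1, 2, -1 and -2 in Figure 22, read by eye, and 2, 2, -1, -2, 2 and 0 in the list.

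The legends give red for strong and pink for low repression. In the files of Experiment 2, pink stands for a strength of -2 and red for -1 at every interaction and time, 337 and 43 times in REF, 570 and 11 times in MUT, and 332 and 35 times in JOINT.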

Other observations

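Between glucose limitation and nitrogen limitation on glucose, the reference strain changed its genes for the use of nitrogen and of carbon. Of 29 genes under nitrogen catabolite repression, which serve the uptake and use of poor nitrogen sources, 21 were higher and 3 lower under nitrogen limitation (22 and 4 adjusted over the list alone), with a median log2 change of 0.78 (adjusted p = 1.84e-08 from camera, adjusted p = 0.00251 with an estimated correlation). OPT2, a transporter of oligopeptides, rose by 6.13 (standard error 0.151, n = 2 arrays per group), the allantoate permease gene DAL5 by 3.36 (standard error 0.0643) and the repressor gene DAL80 by 2.57 (standard error 0.0892). The 3 lower genes were CAR2, GDH2 and MEP1. Of 16 genes of gluconeogenesis and the glyoxylate cycle, 15 fell and MLS1, which encodes malate synthase, rose (15 and 1 adjusted over the list alone), with a median of -1.68 (adjusted p = 1.71e-11, adjusted p = 0.0387 with an estimated correlation). The acetate transporter gene ADY2 fell by 5.44 (standard error 0.14) and ADH2, an ethanol-oxidizing alcohol dehydrogenase, by 4.89 (standard error 0.0744). In the respiratory chain 18 of 23 genes fell and none rose (21 and 0 adjusted over the list alone), with a median of -0.29 (adjusted p = 2.42e-08, adjusted p = 0.0418 with an estimated correlation). In beta-oxidation and the peroxisome 10 of 12 fell and none rose (11 and 1 adjusted over the list alone), among them the catalase gene CTA1 with a log2 change of -3.54, at a median of -1.32 (adjusted p = 2.8e-07, adjusted p = 0.0387 with an estimated correlation). In the TCA cycle 11 of 14 genes fell and none rose (11 and 0 adjusted over the list alone), with adjusted p = 5.78e-06 and adjusted p = 0.0592 with an estimated correlation. HXT1, a low-affinity glucose transporter, rose by 4.78 (standard error 0.181) and HXT2, a high-affinity one, fell by 1.76 (standard error 0.0597). The hexose transport list as a whole, with 4 of 8 higher and 2 lower (4 and 2 adjusted over the list alone), was not called (adjusted p = 0.509). RGI2, a gene induced in respiratory growth, fell by 6.73 (standard error 0.0579).

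On ethanol, the change from ethanol limitation to nitrogen limitation also raised genes under nitrogen catabolite repression, with 15 of 29 higher and 2 lower (18 and 4 adjusted over the list alone, adjusted p = 3.35e-10, adjusted p = 0.00125 with an estimated correlation). OPT2 rose by 4.89 and the urea permease gene DUR3 by 1.63 (standard error 0.0482). In beta-oxidation and the peroxisome 8 of 12 fell and none rose (9 and 0 adjusted over the list alone, adjusted p = 3.9e-12, adjusted p = 0.00659 with an estimated correlation). With only the arrays of the groups compared, 3 genes under nitrogen catabolite repression were higher and 0 of beta-oxidation and the peroxisome lower, while both lists stayed called (adjusted p = 7.85e-08 and adjusted p = 4.69e-11). The test between the carbon sources showed a difference for 5 of the groups named above. On ethanol relative to glucose, 14 of 16 genes of gluconeogenesis and the glyoxylate cycle were higher and MLS1 lower (14 and 1 adjusted over the list alone, median 1.47, adjusted p = 2.4e-13, adjusted p = 0.0253 with an estimated correlation), and 17 of 23 genes of the respiratory chain were higher and none lower (19 and 0 adjusted over the list alone, adjusted p = 8.38e-10, adjusted p = 0.0253 with an estimated correlation). Of 14 genes of the TCA cycle 13 were higher and none lower (13 and 0 adjusted over the list alone, adjusted p = 1.23e-08, adjusted p = 0.0253 with an estimated correlation). For nitrogen catabolite repression 18 of 29 were lower and 3 higher (18 and 3 adjusted over the list alone, median -0.39, adjusted p = 1.06e-07, adjusted p = 0.00409 with an estimated correlation), which means that nitrogen limitation raised them less on ethanol. In beta-oxidation and the peroxisome 8 of 12 were higher and 1 lower (10 and 1 adjusted over the list alone, adjusted p = 1.06e-05, adjusted p = 0.0352 with an estimated correlation).

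Under nitrogen limitation, all 16 genes of gluconeogenesis and the glyoxylate cycle were higher on ethanol than on glucose (16 adjusted over the list alone), at a median of 3.06 (adjusted p = 1.29e-22, adjusted p = 0.0154 with an estimated correlation). FBP1, which encodes the bisphosphatase of gluconeogenesis, rose by 4.32 (standard error 0.107). All 14 genes of the TCA cycle (14 adjusted over the list alone) were higher, at a median of 0.46 (adjusted p = 4.87e-10, adjusted p = 0.0293 with an estimated correlation), and HXT1 was lower by a log2 difference of -6.35 (standard error 0.181). Under carbon limitation the gluconeogenic genes differed less, with 13 of 16 higher and none lower on ethanol (13 and 1 adjusted over the list alone), at a median of 0.91 (adjusted p = 6.83e-14, adjusted p = 0.0305 with an estimated correlation). PCK1, which encodes phosphoenolpyruvate carboxykinase, rose by 3.32 (standard error 0.0824). Formate dehydrogenase gene FDH1 fell by 5.50 (standard error 0.238) and PDR12, an exporter of weak acids, had a log2 change of -2.74 (standard error 0.0529). Of the 29 genes under nitrogen catabolite repression 18 were higher and 3 lower (19 and 3 adjusted over the list alone, adjusted p = 4.84e-07, adjusted p = 0.00489 with an estimated correlation), and 11 were higher with only the arrays of the groups compared.

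In the mutant strain, 15 of 17 general stress response genes were lower than in the reference under nitrogen limitation on glucose (16 adjusted over the list alone, adjusted p = 4.51e-15, adjusted p = 0.00104 with an estimated correlation), 15 under ethanol limitation (15 adjusted over the list alone, median -0.21, adjusted p = 1.32e-09, adjusted p = 0.00612 with an estimated correlation) and 12 under nitrogen limitation on ethanol (13 adjusted over the list alone, median -0.32, adjusted p = 8.21e-13, adjusted p = 0.00109 with an estimated correlation), and none was higher in these 3 conditions. Under glucose limitation 7 were higher and 1, HSP30, lower (11 and 1 adjusted over the list alone, adjusted p = 8.96e-05, adjusted p = 0.0292 with an estimated correlation). The 15 lower under ethanol limitation were 8 without the mutant's ethanol-limited replicate 2 and 3 with only the arrays of the groups compared, and the 7 higher under glucose limitation were 2 with only those arrays. The list stayed called each time (adjusted p = 2.36e-10, adjusted p = 1.6e-07 and adjusted p = 0.00106). CTT1, the cytosolic catalase gene, was higher under glucose limitation by 1.16 (standard error 0.0441) and lower under ethanol limitation by a log2 difference of -0.85. The chaperone genes SSA3 and SSA4 differed by -1.88 (standard error 0.0652) and -1.65 (standard error 0.111) under nitrogen limitation on ethanol. The test between strains on glucose found 16 of 17 lower and none higher in the mutant under nitrogen limitation relative to glucose limitation (17 and 0 adjusted over the list alone, median -0.59, adjusted p = 1.4e-15, adjusted p = 0.00068 with an estimated correlation). Among 16 storage carbohydrate genes the same test found 10 lower and none higher (14 and 0 adjusted over the list alone, adjusted p = 4.41e-08, adjusted p = 0.00956 with an estimated correlation), among them GSY1, which encodes glycogen synthase, at -0.93 (standard error 0.0546). Of the 22 measured genes of Figure 15 with SFP1, which the study chose on its own time course, 14 were lower and 1 higher (16 and 1 adjusted over the list alone, adjusted p = 1.83e-11, adjusted p = 0.00068 with an estimated correlation).

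Further lists moved between the strains in some conditions. Under nitrogen limitation on glucose, 6 of 8 genes of hexose transport were lower in the mutant and none higher (7 and 0 adjusted over the list alone, median -0.66, adjusted p = 1.68e-06, adjusted p = 0.0303 with an estimated correlation), with HXT4 at -1.31 (standard error 0.0969). Under ethanol limitation 11 of 12 genes of beta-oxidation and the peroxisome were lower and none higher (11 and 0 adjusted over the list alone, median -0.65, adjusted p = 3.05e-10, adjusted p = 0.00758 with an estimated correlation). There 20 of 33 ribosome biogenesis genes were higher and none lower (24 and 0 adjusted over the list alone, median 0.31, adjusted p = 6.65e-10), among them NOP56 at 0.58 (standard error 0.0704), but adjusted p = 0.0596 with an estimated correlation. Of 127 genes of cytosolic ribosomal proteins, 17 were higher and 2 lower in the mutant under nitrogen limitation on glucose (8 and 2 adjusted over the list alone, adjusted p = 9.13e-07), but adjusted p = 0.103 with an estimated correlation. Under nitrogen limitation on ethanol, 9 of 16 genes of glycolysis and fermentation were lower and none higher (9 and 0 adjusted over the list alone, adjusted p = 8.86e-05), but adjusted p = 0.121 with an estimated correlation. Under glucose limitation the list pointed up, with 1 gene higher and none lower (0 and 0 adjusted over the list alone, median 0.08, adjusted p = 0.0309), but adjusted p = 0.405 with an estimated correlation, adjusted p = 0.402 after quantile normalization (median 0.01) and adjusted p = 0.0855 with only the arrays of the groups compared. Of 18 cell cycle genes 8 were higher and none lower under nitrogen limitation on glucose (11 and 0 adjusted over the list alone, adjusted p = 0.000166), but adjusted p = 0.102 with an estimated correlation. Under glucose limitation the cell cycle genes went the other way, with 1 higher and 5 lower (1 and 6 adjusted over the list alone, median -0.13, adjusted p = 0.0189), but adjusted p = 0.377 with an estimated correlation and adjusted p = 0.128 among the brighter probe sets. In the synthesis of fatty acids, phospholipids and sterols 9 of 21 genes were lower and none higher under ethanol limitation (12 and 0 adjusted over the list alone, adjusted p = 1.1e-05), but adjusted p = 0.0596 with an estimated correlation.

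The numbers of list members in these strain comparisons rest on few arrays. With only the arrays of the groups compared, 0 genes of ribosome biogenesis were higher, and 7 of beta-oxidation and the peroxisome and 1 of fatty acid, phospholipid and sterol synthesis lower, under ethanol limitation. Under nitrogen limitation on glucose 0 of the ribosomal protein genes and 3 of the cell cycle genes were higher, under glucose limitation 0 of the cell cycle genes were lower, and under nitrogen limitation on ethanol 1 of glycolysis and fermentation was lower. Under ethanol limitation, leaving out reference replicate 1 or mutant replicate 2 gave 13 or 11 genes of ribosome biogenesis and 4 or 4 of fatty acid, phospholipid and sterol synthesis. Under nitrogen limitation on glucose, leaving out mutant replicate 1 or 2 gave 7 or 4 ribosomal protein genes, and leaving out either of the mutant's nitrogen-limited arrays on ethanol gave 11. The 8 cell cycle genes there were 5 without reference replicate 1, reference replicate 2 or mutant replicate 1 and 3 without mutant replicate 2. The 5 under glucose limitation were 1 without reference replicate 2 and 3 without mutant replicate 1 or 2. The 9 of glycolysis and fermentation were 5 without the mutant's nitrogen-limited replicate 2 on ethanol.

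The remaining lists are given for nitrogen against carbon limitation in the reference strain. On glucose, amino acid biosynthesis had 10 of 56 genes higher and 18 lower (10 and 22 adjusted over the list alone, adjusted p = 0.509), with ARO7 at 1.23 and ARG1 at 0.93. Its median of -0.05 and its mean of 0.00 lie near 0. Of 7 mating type specific genes 3 were lower and none higher (3 and 0 adjusted over the list alone, adjusted p = 0.311), with a median of 0.03, while the test pointed down. Of 6 auxotrophic marker genes 1, URA3, was higher (1 adjusted over the list alone, adjusted p = 0.639). On ethanol, sulfate assimilation and methionine had 3 of 10 genes higher and none lower (3 and 0 adjusted over the list alone, adjusted p = 0.035), but adjusted p = 0.135 with an estimated correlation and adjusted p = 0.091 with only the arrays of the groups compared.

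Past the threshold in the mutant against the reference in all 4 conditions were 139 probe sets, and 21 of them went in the same direction in all 4 (8 higher and 13 lower), which is 15.1% against 12.5% if directions were independent. Of these, 5 genes differed by more than 0.5 in all 4 conditions, and they were chosen after their values were seen. ACC1 differed by -3.24, -3.34, -3.47 and -3.24 under glucose limitation, nitrogen limitation on glucose, ethanol limitation and nitrogen limitation on ethanol. HFA1, its mitochondrial paralog, differed by 2.03, 1.53, 1.45 and 1.45. SNM1, which encodes a subunit of RNase MRP, differed by -1.12, -1.71, -1.11 and -1.38, URA3 by -0.60, -0.66, -0.68 and -0.68, and SRO9, which encodes an RNA-binding protein, by 0.51, 0.81, 0.92 and 0.52. Correlations of the strain differences between conditions, across probe sets, which are not independent replicates, ranged from 0.0368 to 0.553.

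The change from time point 1 to time point 8 in the paper's expression values of Experiment 1 was set beside the difference between nitrogen and glucose limitation in the steady-state arrays of the reference strain, over the 222 genes in both. Across genes, Pearson's r was 0.746 (permutation p = 1e-05) and Spearman's rho 0.533 (permutation p = 1e-05), the smallest p that the permutations can give, and 166 genes (74.8%) had the same sign. The slope of the array difference on the time course change was 0.329, with median absolute values of 0.267 and 0.763. The scales of both sets were unlike. GAL7 measured 2.46 at time point 1 and 8.38 in the reference strain's arrays under glucose limitation, and HSP12 measured 16.03 and 14.66. The slope and the medians therefore do not tell in which set the genes responded more. Without the 2 genes farthest from the median, r was 0.659. With the mutant's arrays on glucose, r was 0.86, and with the mean of time points 6 to 8 as the end it was 0.738. Genes are not independent replicates, and the study chose these genes on its time course. Levels of the pheromone genes were in part unlike in the 2 sets of data. MFA1 measured 13.4 at time point 1 and 8.85 in the reference strain under glucose limitation, MFA2 12.27 and 11.2, and MF(ALPHA)1 7.32 and 14.0. At time point 8 and in the reference strain under nitrogen limitation on glucose, MFA1 measured 15.84 and 9.1 and MFA2 15.65 and 11.31. MF(ALPHA)1 was close there, at 13.18 and 13.65. The unlike scales also limit a comparison of levels. Whether both sets came from the same strain was not tested.

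Above a mean log2 intensity of 14, 5% of probe sets had an absolute log2 difference between nitrogen and glucose limitation over 0.337, against 0.873 between 12 and 13. Whether the small differences come from the range of the arrays or from stable transcripts was not tested.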
